# Expression analysis suggests that DNMT3L is required for oocyte de novo DNA methylation only in *Muridae* and *Cricetidae* rodents

**DOI:** 10.1186/s13072-023-00518-2

**Published:** 2023-11-04

**Authors:** Lirik Behluli, Alyssa M. Fontanilla, Laura Andessner-Angleitner, Nikolas Tolar, Julia M. Molina, Lenka Gahurova

## Abstract

**Background:**

During early mammalian development, DNA methylation undergoes two waves of reprogramming, enabling transitions between somatic cells, oocyte and embryo. The first wave of de novo DNA methylation establishment occurs in oocytes. Its molecular mechanisms have been studied in mouse, a classical mammalian model. Current model describes DNA methyltransferase 3A (DNMT3A) and its cofactor DNMT3L as two essential factors for oocyte DNA methylation—the ablation of either leads to nearly complete abrogation of DNA methylation. However, *DNMT3L* is not expressed in human oocytes, suggesting that the mechanism uncovered in mouse is not universal across mammals.

**Results:**

We analysed available RNA-seq data sets from oocytes of multiple mammals, including our novel data sets of several rodent species, and revealed that *Dnmt3l* is expressed only in the oocytes of mouse, rat and golden hamster, and at a low level in guinea pigs. We identified a specific promoter sequence recognised by an oocyte transcription factor complex associated with strong *Dnmt3l* activity and demonstrated that it emerged in the rodent clade *Eumuroida*, comprising the families *Muridae* (mice, rats, gerbils) and *Cricetidae* (hamsters). In addition, an evolutionarily novel promoter emerged in the guinea pig, driving weak *Dnmt3l* expression, likely without functional relevance. Therefore, *Dnmt3l* is expressed and consequently plays a role in oocyte de novo DNA methylation only in a small number of rodent species, instead of being an essential pan-mammalian factor. In contrast to somatic cells, where catalytically inactive DNMT3B interacts with DNMT3A, forming a heterotetramer, we did not find evidence for the expression of such inactive *Dnmt3b* isoforms in the oocytes of the tested species.

**Conclusions:**

The analysis of RNA-seq data and genomic sequences revealed that DNMT3L is likely to play a role in oocytes de novo DNA methylation only in mice, rats, gerbils and hamsters. The mechanism governing de novo DNA methylation in the oocytes of most mammalian species, including humans, occurs through a yet unknown mechanism that differs from the current model discovered in mouse.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13072-023-00518-2.

## Introduction

DNA methylation is an epigenetic mark contributing to the determination and maintenance of cell identity through regulation of gene expression patterns and chromatin states. It is substantially reprogrammed during mammalian development, enabling the transition from differentiating somatic cells into germline, and from highly specialised oocyte and sperm into totipotent zygote, followed by the differentiation of individual cell lineages. This reprogramming comprises two waves of nearly complete DNA demethylation followed by de novo DNA methylation establishment [48].

In mammalian oocytes, DNA methylation is established on a largely blank slate during oocyte growth, with the exception of a number of repetitive elements retaining their methylation throughout oogenesis [46]. Current widely accepted model describes DNA methyltransferase 3A (DNMT3A) as the main de novo DNA methylation enzyme in oocytes, catalysing the transfer of the methyl group from S-adenosyl methionine onto unmethylated DNA. DNMT3L acts as an essential co-factor without catalytic activity [5, 25]. Two copies each of DNMT3A and DNMT3L assemble into a heterotetrameric complex [23], and deletion of either of them leads to nearly complete abrogation of oocyte de novo DNA methylation [27, 44, 47]. Despite its oocyte expression, another de novo DNA methyltransferase, DNMT3B, was shown to be dispensable for oocyte de novo DNA methylation [44], while *Muroidea* rodents-specific DNMT3C appears to be restricted to the male germline [3].

Recruitment of the DNMT3A–DNMT3L complex to target genomic regions subject to de novo DNA methylation appears to be exerted by specific post-translational modifications of histone tails [48]. DNMT3A and DNMT3L share the ATRX–DNMT3–DNMT3L (ADD) domain interacting with the N-terminal histone 3 (H3) tail. This interaction is inhibited by H3 lysine 4 di- and tri-methylation (H3K4me2/3) [32, 34, 68]. In contrast to DNMT3A, DNMT3L lacks a large part of the catalytic methyltransferase domain and a Pro–Trp–Trp–Pro motif (PWWP) domain that recognises H3K36me2/3. In vitro studies revealed that the DNMT3A PWWP domain guides DNA methylation to regions with H3K36me3 [14], a mark associated with gene bodies of actively transcribed genes. It was believed that H3K36me3 plays the same DNA methylation guidance role in oocytes, especially considering that the oocyte DNA methylation landscape largely matches the transcribed regions, while methylation is absent from gene bodies of silent genes or from intergenic regions [58]. Moreover, simultaneous depletion of H3K36me2/3 leads to global DNA hypomethylation [65]. However, it was demonstrated that the DNMT3A PWWP domain instead restricts DNA methylation to H3K36me2/3 regions. When the association between DNMT3A and H3K36me2/3 is abolished by D329A substitution in the PWWP domain, oocytes are hypermethylated [26]. Instead, a recent study revealed that amino acid substitutions in the ADD domain of DNMT3A lead to mosaic loss of mouse oocyte DNA methylation. The ADD domain, therefore, likely plays a role in the efficiency and processivity of the DNMT3A–DNMT3L de novo DNA methylation complex [54]. These results suggest that oocyte de novo DNA methylation targeting actively transcribed regions involves additional mechanisms.

Oocyte de novo DNA methylation establishment has been studied in mouse, a classical mammalian model. DNMT3L has been described as an essential factor in oocyte DNA methylation establishment—initially only at the imprinted loci [5], and later, once the development of technologies allowed profiling the whole DNA methylation landscape, at the genome-wide level [27, 44, 47]. Despite *DNMT3L* being transcriptionally silent in human oocytes [36], the DNMT3L-based model described in mouse continues to be accepted as a general mammalian model [8, 11]. Nevertheless, some studies highlight the enigmatic status of DNMT3L due to the lack of expression in human oocytes [13, 42].

Here, we show that the key role of DNMT3L in oocyte DNA methylation establishment is restricted to a specific rodent lineage *Eumuroida* comprising mice, rats, gerbils and hamsters. Its oocyte expression in these species is due to the emergence of an oocyte-specific upstream promoter within the third intron of the upstream gene *Aire*. In other rodent and mammalian lineages, the absence of DNMT3L may have consequences for the interplay between histone modifications and the DNA methylation landscape in oocytes.

## Results

### *Dnmt3l* is transcriptionally silent in the oocytes of rodent naked mole-rat and non-rodent species

To analyse oocyte *Dnmt3l* expression beyond mouse and human, we quantified available RNA-seq data of rat, golden hamster, cow, pig, macaque rhesus and our novel data sets of naked mole-rat oocytes. 

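Oocytes of 5 naked mole-rat females aged 1 to 8 years were sequenced as 150 bp reads, with 1 library per female. Genes of the oocyte programme were abundant in every library. Of 32 oocyte genes listed before the data were examined, 24 had an entry under the listed symbol and 22 of these reached 1 count per 1000000 counts (CPM) in all 5 libraries. Zp2 and Zp3, which encode zona pellucida glycoproteins, had 1890 ± 688 and 1555 ± 578 CPM (SD, n = 5), and the oocyte growth factors Bmp15 and Gdf9 had 2175 ± 688 and 820 ± 312 CPM (SD, n = 5). Ribosomal RNA had been depleted before a directional library preparation. The authors trimmed the reads with Trim Galore, mapped them with HISAT2 to HetGla_female_1.0 and counted them per gene in SeqMonk. The methods name Trim Galore 0.6.2 and HISAT2 2.0.5, and the submitters' processing notes name 0.6.1 and 2.1.0. The deposited values are raw counts for 26623 gene entries, and how strand and multiply mapped reads were treated in counting is not given in the sources used here. Counts assigned to genes totalled 13512223 in replicate 1, 27279716 in replicate 2, 13809177 in replicate 3, 28040089 in replicate 4 and 29561451 in replicate 5, with a median of 27279716. Counts were divided by these totals to give CPM, which still holds the effect of transcript length. A count of 0 allows up to 3 counts, or 0.222 CPM in replicate 1 and 0.101 CPM in replicate 5, and such limits cover counting error only. Replicate 1 comes in a table of its own. Across genes, which are not independent replicates, Pearson's r of log2(CPM + 1) was 0.840 to 0.924 for the 4 pairs with replicate 1 and 0.922 to 0.957 for the other 6 pairs.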

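Dnmt3a, a de novo DNA methyltransferase, had 1771 ± 417 CPM in naked mole-rat oocytes (SD, n = 5), from 16634 to 70502 counts per library. Its paralog Dnmt3b had 854 ± 225 CPM (SD, n = 5), from 6288 to 28401 counts. Dnmt3l, which encodes their catalytically inactive cofactor, had 0 counts in each of the 5 libraries. The maintenance methyltransferase Dnmt1 was the most abundant named gene by mean level, at 11426 ± 3496 CPM (SD, n = 5), and Uhrf1, which recruits it to replicated DNA, had 2350 ± 626 CPM (SD, n = 5). Of the counts of Dnmt3a, Dnmt3b and Dnmt3l combined, 0 of 22922 in replicate 1 fell on Dnmt3l, which allows a share of up to 0.0131%, and 0 of 97960 in replicate 5, which allows up to 0.00306%. Of 19 genes of the DNA methylation machinery, 17 reached 1 CPM in every library. The exceptions were Dnmt3l and Tdg, a DNA glycosylase, which had 0.941 CPM in replicate 3. The dioxygenases Tet2, Tet3 and Tet1 had 1297 ± 321, 965 ± 183 and 681 ± 213 CPM (SD, n = 5). Replicate 1, the library with the highest granulosa cell markers, had the lowest levels of Dnmt1, Dnmt3a and Dnmt3b, at 5650, 1231 and 465 CPM. CPM is not corrected for transcript length. Aire, which overlaps the mouse oocyte promoter of Dnmt3l on the other strand, had 53 counts in replicate 1, 67 in replicate 5 and 0 in the other libraries. Reads of overlapping genes on opposite strands can be told apart only if the counting used strand. With 0 Dnmt3l counts in replicates 1 and 5, no read was counted for both genes there.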

We demonstrated that while *Dnmt3a* and *Dnmt3b* genes are expressed in all species (except golden hamster, where *Dnmt3b* is absent from gene annotation of the MesAur1.0 genome), the expression of *Dnmt3l* is restricted to mouse, rat and golden hamster (Fig. 1a). To confirm that the absence of *Dnmt3l* expression in the naked mole-rat, another rodent species, is not just due to incorrect *Dnmt3l* annotation, we performed a BLAST search of mouse, human and naked mole-rat *Dnmt3l* sequences against the naked mole-rat genome. The existing *Dnmt3l* annotation is the only region that is significantly similar to mouse and human *Dnmt3l*, and no other *Dnmt3l*-like sequence is present in the naked mole-rat genome. Furthermore, we identified that the largest window of sequence identity between naked mole-rat *Dnmt3l* and other *Dnmt3* family genes is 13 bp, confirming that hypothetical reads originating from *Dnmt3l* would not incorrectly map to *Dnmt3a* or *Dnmt3b*.

**Fig. 1:**
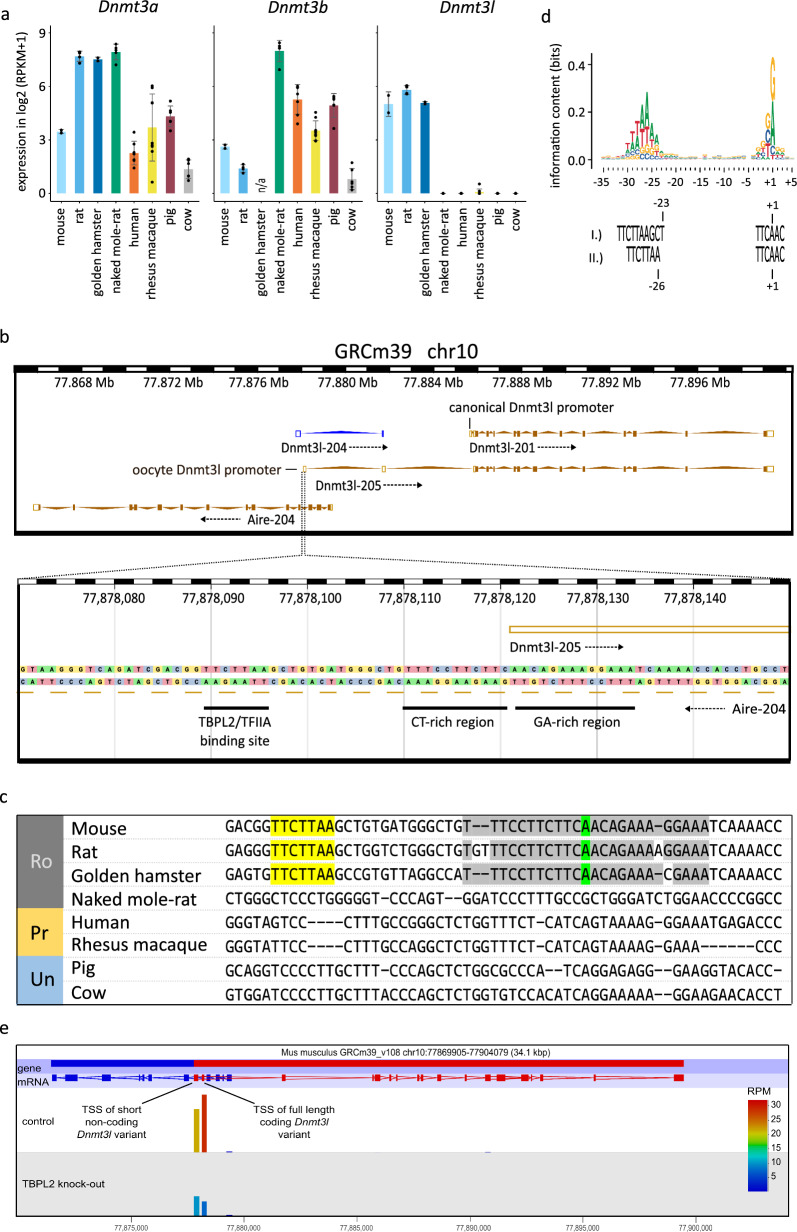
Oocyte *Dnmt3l* expression and promoter sequence. **a** Expression of *Dnmt3* genes across mammalian oocytes using available RNA-seq data sets. RPKM = reads per kilobase of transcript per million reads in the library (in paired-end libraries, fragments instead of reads were quantified). Dots represent individual data points (biological replicates), error bars show standard deviation. **b** Ensembl genome browser screenshot of the mouse *Dnmt3l* gene and its promoter region in single bp resolution. **c** Screenshot of reverse complement of *Aire* intron 3 multiple sequence alignment (only the sequence alignment around TSS and presumable TBPL2/TFIIA binding site is shown) in mammals with available oocyte RNA-seq data sets. The *Dnmt3l* oocyte TSS is highlighted in green, the upstream CT-rich region and downstream GA-rich region surrounding the TSS are highlighted in grey and the presumable TBPL2/TFIIA binding site is highlighted in yellow. Ro rodents, Pr primates, Un ungulates. **d** Visualisation of the TBPL2/TFIIA consensus binding site (adapted from [66] and matching sequences identified in mouse oocyte *Dnmt3l* TSS. Top sequence (I.)) represents the sequence with exactly matching positions upstream of TSS, bottom sequence (II.)) represents best fit for the binding site positioned 3 bp upstream of the exact match. The numbers indicate the position in the mouse sequence respective to the *Dnmt3l* TSS. **e** Screenshot from the program Seqmonk showing SLIC–CAGE read quantification of the first 200 bp from mouse *Dnmt3l* TSSs in control and TBPL2 knock-out oocytes [66]. *RPM* reads per million reads in the library

In mouse, oocyte *Dnmt3l* transcription is initiated from an annotated oocyte-specific promoter localised upstream of the canonical promoter within the third intron of the *Aire* gene encoded on the opposite DNA strand [45] (Fig. 1b). There is an additional isoform of *Dnmt3l* with a transcriptional start site (TSS) within the fourth *Aire* exon and intron; however, it consists of only two exons and lacks a defined coding sequence (ENSMUST00000135316.2 in the Ensembl genome browser). Visual inspection of mouse, rat and golden hamster oocyte RNA-seq data revealed that both isoforms are expressed in mouse and rat oocytes, while only the long protein-coding variant is expressed in golden hamster (although the latter case might be an artefact caused by lower sequencing depth and higher 3’ end bias in golden hamster data). The mouse annotated TSS of the protein-coding oocyte *Dnmt3l* variant is at an adenosine (A) with a CT-rich sequence motif immediately upstream, a GA-rich motif immediately downstream, and a TTCTTAA sequence motif 32 bp upstream of the TSS (Fig. 1b). These sequences are conserved in rat and golden hamster (Fig. 1c) and match a published binding site of TATA box-binding protein-like 2 (TBPL2) assembled into a Transcription factor IIA (TFIIA) complex (Fig. 1d), suggesting that this complex is likely to drive oocyte *Dnmt3l* expression. The TBPL2/TFIIA complex has been previously shown to regulate transcription from oocyte-specific TSSs because of its specific TSS recognition code [66]. Quantification of *Dnmt3l* expression and its oocyte TSS activity using published RNA-seq and super-low input carrier–CAGE (SLIC–CAGE) data sets [66], respectively, revealed that TBPL2 knock-out leads to significant downregulation of mouse oocyte *Dnmt3l* (Fig. 1e and Additional file 1: Fig. S1a for SLIC–CAGE results, while the results of RNA-seq can be found in [66]). It should be noted that SLIC–CAGE data confirm that both full length oocyte *Dnmt3l* and short noncoding transcript are expressed in mouse oocytes, but only the TSS of full-length *Dnmt3l* appears to be substantially regulated by the TBPL2/TFIIA complex, as it is statistically significantly downregulated in the TBPL2 knock-out SLIC–CAGE data set. Although the *TBPL2* gene and its oocyte expression are conserved in all tested mammalian species with oocyte RNA-seq data sets, the *Dnmt3l* oocyte promoter sequence motif is not conserved in species, where *Dnmt3l* is transcriptionally silent in oocytes (Fig. 1c).

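In naked mole-rat oocytes, Tbpl2, the oocyte paralog of the TATA-binding protein, had 104 ± 35.1 CPM (SD, n = 5), from 734 to 4458 counts per library. All 6 genes listed for this complex and its relatives reached 10 CPM in every library. Gtf2a1l, a germ cell form of the large TFIIA subunit, had 555 ± 264 CPM (SD, n = 5), and its somatic counterpart Gtf2a1 had 58.1 ± 5.67 CPM (SD, n = 5). The small TFIIA subunit Gtf2a2 had 94.4 ± 25.4 CPM, and the general factor Tbp had 109 ± 28.8 CPM (SD, n = 5). Of the 6 genes, 5 were lowest in replicate 1, the library with the highest granulosa cell markers. Tbpl2 and Gtf2a1l had 54.3 and 202 CPM there, and the general factor Tbp had 63.6 CPM. Without replicate 1, Tbpl2 had a mean of 117 CPM over 4 libraries.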

To exclude the possibility of Dnmt3l expression from the identified promoter in other mammalian lineages, we analysed sequences of *Aire* intron equivalent to mouse intron 3 of additional mammalian species (10 primates, 10 Laurasiatheria species, 2 Afrotheria species and 1 Xenarthra species) with genome sequences available in the Ensembl genome database and with an annotated *Aire* gene (Additional file 6: Table S1), and confirmed the absence of TTCTTAA or a similar promoter sequence motif, as well as the TSS sequence. These results associate the evolutionary emergence of a sequence recognised by an oocyte TF complex with *Dnmt3l* expression in the oocytes, employing the oocyte-specific promoter.

### Oocyte *Dnmt3l* expression is restricted to* Muridae* and* Cricetidae* rodents

To obtain more insights into *Dnmt3l* expression across rodents, we downloaded *Aire* intron sequences of all rodents available in the Ensembl genome database and of a species of tree shrew, which belongs to *Scandentia*, a sister clade to glires comprising rodents and lagomorphs (Additional file 6: Table S2). Based on the manual analysis of exon and intron sequences, we identified an intron corresponding to mouse intron 3 in each species except kangaroo rat. Moreover, we excluded guinea pig from the analysis, as the sequence of the corresponding intron is not determined at the nucleotide level (unknown nucleotides in the sequence). A multiple sequence alignment (Additional file 5) of these intron sequences revealed that the TTCTTAA promoter sequence motif is present only in the *Eumuroida* rodent clade, comprising families *Muridae* (mice, rats, gerbils) and *Cricetidae* (hamsters), with the exception of the prairie vole, where a larger region surrounding the promoter sequence was deleted (Fig. 2a). 

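The alignment in Additional file 5 holds 21 sequences, of which 20 are from rodents and 1 is from a tree shrew, each written as the reverse complement of the Aire intron. TTCTTAA stood at the aligned place in 9 sequences, all of them among the 10 from Eumuroida. These were mouse, Ryukyu mouse, steppe mouse, Algerian mouse, rat, Mongolian gerbil, golden hamster, Chinese hamster and North American deer mouse. In mouse the motif covers bases 120 to 126 of the 381 bases of the intron in this orientation, and the transcription start site lies at base 152. The prairie vole had gaps at 4 of the 7 positions. None of the 11 sequences from outside Eumuroida had the motif, and they differed from it by 3 to 7 mismatches or gaps. Allowing 1 mismatch added no sequence. A search of the whole intron on both strands found 1 further exact match, in blind mole rat on the opposite strand and away from the aligned place.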

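In the prairie vole, 10 of the 11 bases of TTTCCTTCTTC, the CT-rich stretch upstream of the mouse start site, were identical to mouse in the alignment. The base at the start site was A as in mouse, and 9 of the 12 bases of the GA-rich stretch ACAGAAAGGAAA were identical. North American deer mouse, which has the complete TTCTTAA motif, had 7 identical bases in the CT-rich stretch and 8 in the GA-rich stretch, fewer than the vole in both.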

The TSS, including upstream CT-rich and downstream GA-rich motif, is also conserved in the prairie vole (Additional file 1: Fig. S1b). 

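At the place of the mouse motif, the blind mole rat sequence reads TTTCTCC, with 4 mismatches to TTCTTAA. Red squirrel, Alpine marmot and Arctic ground squirrel share the sequence CTCCTTC there, also with 4 mismatches. In the CT-rich stretch the blind mole rat had 9 of 11 bases identical to mouse and these squirrels had 6, and the base aligned to the start site was A in all of them. In the blind mole rat, however, inserted bases separate the CT-rich stretch from that A. The A lies there in a long run of A, so its match to mouse says little. A further ground squirrel sequence, 66 bases long in the alignment, had gaps at all 7 positions.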

In the *Spalacidae* family (exemplified by blind mole rat), a sister group to *Eumuroida* rodents within superfamily *Muroidea*, as well as in the family *Sciuridae* (squirrels), predicted TBPL2/TFIIA binding motif is conserved to some extent, although with multiple mismatches. Region surrounding potential TSS is conserved only partially. Moreover, in blind mole rat, there is a relatively large insertion (> 100 bp) between predicted binding site and region homologous to TSS. These sequences are probably not compatible with *Dnmt3l* oocyte transcription. For example, a similar sequence homologous to predicted TBPL2/TFIIA binding motif in naked mole-rat does not drive oocyte *Dnmt3l* expression. Nevertheless, this suggests that the ancestral sequence in rodents or a subgroup of rodents was favourable for the emergence of sequence motif recognised by an oocyte TF complex, driving oocyte *Dnmt3l* transcription.

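Between the end of the aligned motif and the base aligned to the start site, the blind mole rat has 130 bases and mouse has 25. The alignment places 105 inserted bases in that interval, all of them between the CT-rich stretch and the base aligned to the start site. Rat and the 3 squirrel sequences that align there each have 27 bases, with 2 inserted, and the lesser Egyptian jerboa has 31 inserted bases.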

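The naked mole-rat sequence, 247 bases long, reads TCCCAGT at the aligned place, with 5 mismatches to TTCTTAA, and the base aligned to the mouse start site is G. It shares 6 of 11 bases with mouse in the CT-rich stretch and 5 of 12 in the GA-rich stretch. The Damara mole-rat, of the same family, had gaps at all 7 positions of the motif. The long-tailed chinchilla reads CCCCTTT there, also with 5 mismatches.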

**Fig. 2:**
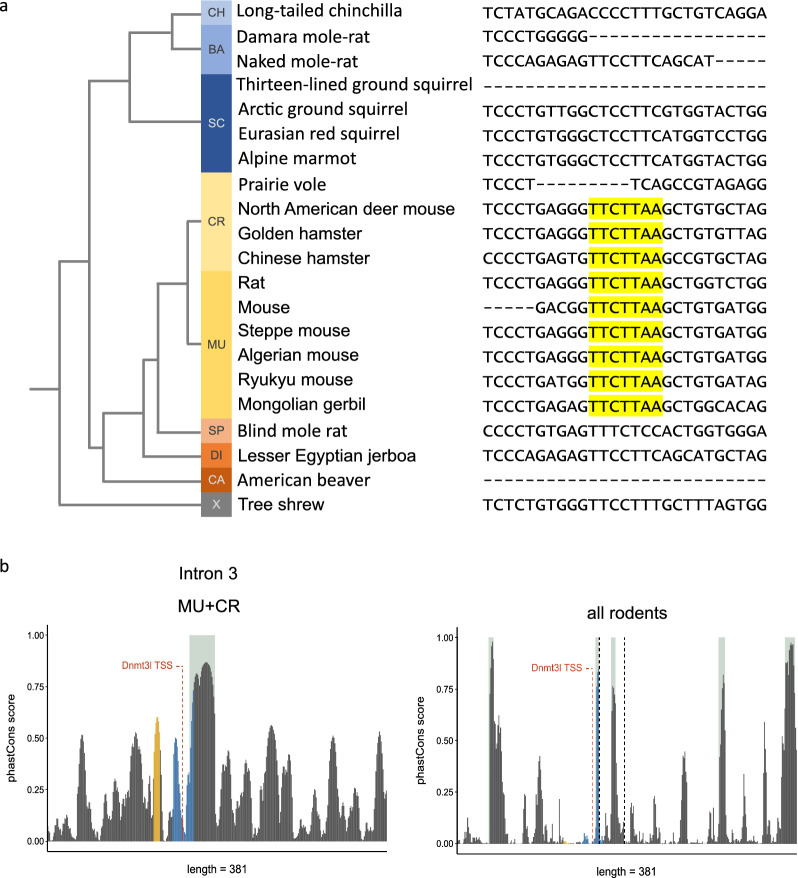
*Dnmt3l* oocyte promoter sequence conservation in rodents. **a** Screenshot of a reverse complement of *Aire* intron 3 multiple sequence alignment with highlighted conserved promoter sequences in rodents with available sequences in Ensembl genome database. CH *Chinchillidae*, BA *Bathyergidae*, SC *Sciuridae*, CR *Cricetidae*, MU *Muridae*, SP *Spalacidae*, DI *Dipodida*e, CA *Castoridae*, X *Scandentia*. **b** PhastCons scores across mouse *Aire* intron 3 in *Muridae* and *Cricetidae* (except prairie vole) rodents on the left and all rodents with available sequence in the Ensembl genome database on the right. Regions highlighted in light grey indicate highly conserved regions identified by PhastCons. The presumed TBPL2/TFIIA binding motif is highlighted in yellow and CT-rich and GA-rich regions surrounding the TSS are highlighted in blue

To confirm that the oocyte *Dnmt3l* promoter region (particularly the presumable TBPL2/TFIIA binding motif and CT-rich and GA-rich regions upstream and downstream of the TSS, respectively) became evolutionarily conserved after its emergence, we analysed local conservation scores across the first five *Aire* introns in rodents using PhastCons [37]. We demonstrated that the presumable TBPL2/TFIIA binding motif forms a relatively conserved peak in *Muridae* and *Cricetidae* rodents with oocyte *Dnmt3l* expression, while there is no conservation of this region if all rodents are considered. The conservation is similar for the CT-rich region upstream of *Dnmt3l* oocyte TSS. In contrast, the GA-rich sequence downstream of the TSS is universally conserved across rodents (Fig. 2b). However, intron 3 and other *Aire* introns appear to contain other regions with similar or higher conservation scores, suggesting that the *Dnmt3l* promoter region is not unique in its high conservation (Additional file 2: Fig. S2).

### Evolutionarily novel oocyte *Dnmt3l* promoter in guinea pigs drives weak oocyte expression

To further confirm the lack of oocyte *Dnmt3l* expression in rodents outside the *Muridae* and *Cricetidae* families, we performed RNA-seq on oocytes of guinea pig and coruro. Both species belong to the *Caviomorpha* lineage of *Hystricognathi* rodents, while naked mole-rat belongs to the *Phiomorpha* lineage. 

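Guinea pig oocytes from 3 females aged 6 to 9 months were merged into 1 library, and coruro oocytes came from 1 female aged 2 years, so neither species has a replicate and no test was made on them. Both were sequenced as 150 bp reads. The guinea pig library held strongly expressed oocyte genes. Of the 24 listed oocyte genes with an entry, 23 reached 1 CPM, with Zp3 at 2227 CPM, Zp2 at 2069 CPM and Gdf9 at 927 CPM. The authors mapped the guinea pig reads to Cavpor3.0 and counted them per gene as for naked mole-rat, and the deposited counts for 25603 entries total 24515642. Levels are given as CPM of that total, and 3 counts correspond to 0.122 CPM. The coruro reads were mapped by the authors with Bowtie2 2.5.1 in local mode to the degu mRNA sequences of the Dnmt3 genes, and the deposited counts cover these 3 sequences only. No library total is given for coruro in the sources used here, so its values are counts and shares of the Dnmt3 counts. Intervals are 95% exact intervals for counting error in single libraries and leave out the differences between animals.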

Guinea pig is representative of the *Caviidae* family within the *Cavioidea* superfamily, while coruro, closely related to degu, is representative of the *Octodontidae* family within the *Octodontoidea* superfamily. Because coruro genome assembly is not available, we mapped its data to degu *Dnmt3a*, *Dnmt3b* and *Dnmt3l* sequences with less stringent mapping parameters. All three genes appear to be under similar evolutionary pressures based on dN/dS ratios according to the best fitting model for each gene (Additional file 6: Table S3) [1], confirming that coruro reads should map to degu sequences with comparable probabilities. 

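In the coruro library, 5425 counts fell on the degu sequence of Dnmt3a (95% exact Poisson interval 5282 to 5571) and 7936 on that of Dnmt3b (7762 to 8113). Dnmt3l had 0 counts. Of the 13361 Dnmt3 counts together, this allows a Dnmt3l share of up to 0.0225%. At the share measured in guinea pig (0.0425%, 95% Clopper-Pearson interval 0.0299 to 0.0586%), 5.68 Dnmt3l counts would fall among that many. That share rests on 37 counts of 1 library. Its reads were mapped to the species' own genome and not to sequences of another species, so the shares are only roughly comparable.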

We showed relatively high expression of coruro *Dnmt3a* and *Dnmt3b*, while no reads were mapped to *Dnmt3l* (Fig. 3a). In contrast, mapping of guinea pig reads revealed very weak oocyte *Dnmt3l* expression (Fig. 3a) that was confirmed by qPCR using primers specific for *Dnmt3l* mRNA comprising exons 8–10 (Fig. 3b) and sequence verification of the PCR product.

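Guinea pig Dnmt3l had 37 counts, or 1.51 CPM (95% exact Poisson interval 1.06 to 2.08). This lies above the 0.122 CPM of 3 counts, and 12471 of the 25603 entries had a higher count. Dnmt3b had 66292 counts, or 2704 CPM, and 9 entries were higher, while Dnmt3a had 20672 counts, or 843 CPM. Dnmt3l made up 0.0425% of the Dnmt3 counts (95% Clopper-Pearson interval 0.0299 to 0.0586%). Aire had 0 counts. At the guinea pig level, the naked mole-rat libraries would hold 20.4 to 44.6 Dnmt3l counts each. With 1 library, the value has no replicate check, and reads shared with Dnmt3a or Dnmt3b cannot be told apart from the counts alone. For naked mole-rat, the paper found only short identical stretches between Dnmt3l and the other Dnmt3 genes. It reports no such search for guinea pig. Listed markers of granulosa and of stroma cells had medians of 17.4 and 8.08 CPM in the same library, with Serpine2, a protease inhibitor, at 217 CPM and the collagen gene Col3a1 at 228 CPM among the highest. From the mapped reads, a qPCR with primers specific for the Dnmt3l mRNA and the sequence of its product, the paper concludes that Dnmt3l is expressed very weakly in guinea pig oocytes. It also reports no read on the annotated first exon and no specific product from primers for that exon. It therefore leaves open whether transcription starts at the annotated site.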

**Fig. 3:**
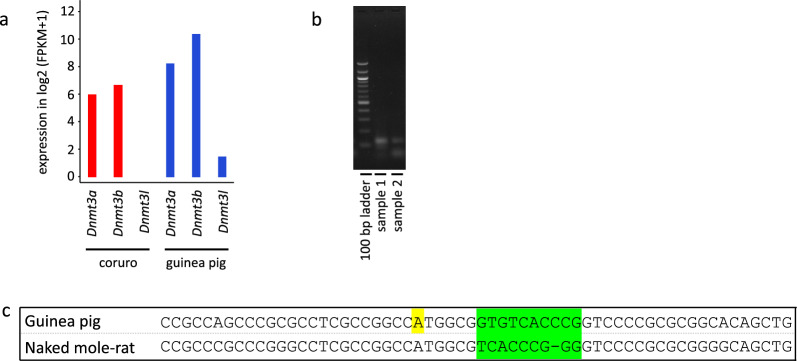
*Dnmt3l* oocyte expression in guinea pig and coruro. **a** Expression of *Dnmt3* genes in coruro and guinea pig oocytes (single replicates). FPKM = fragments per kilobase of transcript per million fragments in the library. **b** PCR with reverse transcribed RNA from guinea pig oocytes amplifying region of exons 8–10 of the annotated *Dnmt3l* gene **c** Sequence alignment screenshot of a region surrounding Aire TSS in guinea pig and naked mole rat. The guinea pig *Dnmt3l* TSS is highlighted in yellow, the low conservation region in the otherwise highly conserved sequence is highlighted in green

According to the Ensembl annotation for the guinea pig Cavpor3.0 genome, the *Dnmt3l* TSS is located closely upstream of the *Aire* TSS encoded on the opposite DNA strand. This appears unique across rodents and other mammals, as the canonical (embryonic) *Dnmt3l* TSS is located much more upstream of the *Aire* TSS in other species, while the TSS of the oocyte isoform is within the third *Aire* intron. As we mentioned previously, a large part of the corresponding guinea pig *Aire* intron is not deciphered at the nucleotide level. We wondered whether the oocyte *Dnmt3l* transcript could potentially start within this intron; however, sequencing of this region revealed that the oocyte promoter sequence is not conserved in guinea pig (Additional file 3: Fig. S3). To identify what could be driving weak oocyte *Dnmt3l* expression in guinea pig, we compared sequences ± 250 bp around annotated *Aire* TSS between guinea pig and naked mole-rat. The whole sequence was largely conserved, including the immediate region around the annotated *Dnmt3l* TSS in guinea pig, with the exception of a 9 bp region located 6 bp downstream, suggesting that this sequence could potentially regulate *Dnmt3l* expression in guinea pig (Fig. 3c). To confirm that this evolutionarily novel *Dnmt3l* promoter drives weak transcription in oocytes, we manually inspected RNA-seq and found out that no read maps to the annotated first exon. Moreover, we designed two primer pairs with forward primers specific for exon 1, but neither reaction produced specific products (data not shown). Therefore, we cannot confirm that weak guinea pig oocyte *Dnmt3l* expression initiates at the annotated TSS.

### DNMT3L does not appear to play a substantial role in retrotransposon silencing

Due to the restricted rodent lineage specificity of both the *Dnmt3c* gene and oocyte *Dnmt3l* isoform, it is tempting to speculate about the similar functional role of proteins encoded by these genes in male and female germline, respectively. The *Muroidea* rodents-specific *Dnmt3c* gene plays a role in suppressing evolutionary young retrotransposons in the male germline and shows convergence with elements targeted by the piRNA pathway [3]. This gene is evolutionarily older than the oocyte *Dnmt3l* isoform, as it was also detected in the *Spalacidae* family [3], while we show that the oocyte *Dnmt3l* TSS appeared after splitting of *Muroidea* rodents into *Spalacidae* and *Eumuroida* lineages.

To obtain more insights into the potential association between retrotransposon activity and the emergence of oocyte *Dnmt3l* expression, we first compared the genomic content of all retrotransposons and evolutionarily young (and, therefore, still potentially active, or recently active) retrotransposons as estimated by Osmanski et al. [33] in rodents with and without predicted oocyte *Dnmt3l* expression. We detected significantly fewer SINE elements and significantly more LTR elements in species with oocyte *Dnmt3l*. We also noticed that species with oocyte *Dnmt3l* tend to have more evolutionarily young retrotransposons, especially of LINE and LTR classes (although this difference is not statistically significant) (Fig. 4a). However, there is no clear trend visible when visualised in the phylogenetic context (Fig. 4b). On the other hand, no such trend is associated with the emergence of *Dnmt3c* either (Fig. 4b).

**Fig. 4:**
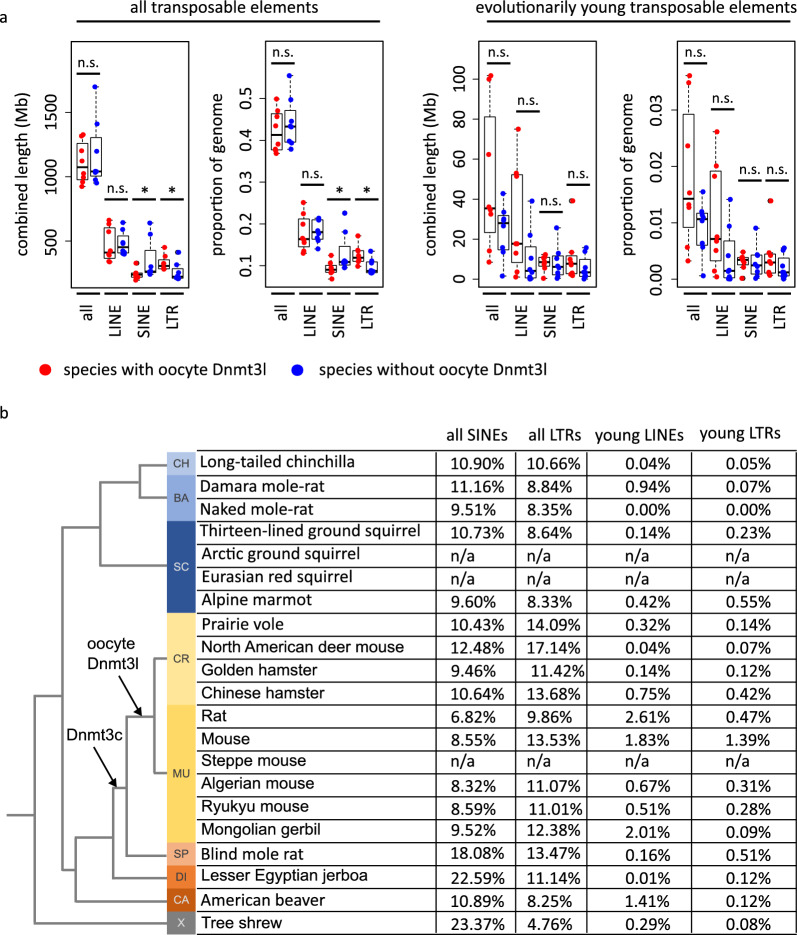
Oocyte *Dnmt3l* does not play a substantial role in retrotransposon silencing. **a** Combined length of and proportion of genome represented by all transposons and selected retrotransposon classes for all transposons and evolutionary young transposons in rodent species with and without oocyte *Dnmt3l*. **b** Proportion of the genome represented by all SINEs, all LTRs, evolutionarily young LINEs and LTRs in individual species with and without oocyte *Dnmt3l*

In addition, we analysed a published RNA-seq data set from *Dnmt3l* knock-out (*Dnmt3l*-ko) fully grown mouse oocytes [44] to determine whether abrogation of DNMT3L-dependent DNA methylation leads to transcriptional reactivation of specific retrotransposons compared to control oocytes. No retrotransposon class was upregulated in *Dnmt3l*-ko oocytes (Additional file 4: Fig. S4a). The analysis of individual TE subfamilies using TEtranscripts [24] identified eight that are differentially expressed with probability 0.95 or higher (Additional file 4: Fig. S4b). However, seven of these are downregulated in *Dnmt3l*-ko oocytes. More detailed analysis of the single upregulated subfamily, ERVB4_3-LTR_MM, revealed that most of the reads originate in a single insertion that is at the 3’ end of a longer unannotated transcript that is strongly upregulated in *Dnmt3l*-ko oocytes (data not shown). Therefore, we concluded that no TE subfamily appears to be derepressed if DNMT3L-dependent DNA methylation is abrogated. Retrotransposons with the highest activation in *Dnmt3c*-ko testes (L1Md_A, L1Md_T, L1Md_Gf, L1_Mm, MMERVK10C-int) [3] are silenced in both control and *Dnmt3l*-ko oocytes (data not shown). As mouse has one of the highest proportions of evolutionarily young LINE and LTR retrotransposons [33], we compared the expression of the most abundant subfamilies of these classes (LINE-L1, LTR–ERVK, LTR–ERVL, LTR–MaLR) and demonstrated that neither retrotransposon is substantially upregulated in *Dnmt3l*-ko oocytes. A relatively small number of specific insertions of various retrotransposon classes appear to be upregulated in *Dnmt3l*-ko oocytes; however, an equal or larger number of insertions of the same element is downregulated in *Dnmt3l*-ko oocytes (Additional file 1: Fig. S4c). Therefore, unlike *Dnmt3c,* which has a demonstrated role in silencing evolutionarily young retrotransposons in mouse testes, *Dnmt3l* does not appear to play a substantial role in retrotransposon silencing in mouse oocytes.

### Absence of DNMT3L is not compensated by the expression of inactive DNMT3B isoforms in the oocytes of mammals outside Eumuroida rodents

It was previously suggested that DNMT3L may be substituted by an inactive isoform of DNMT3B in human oocytes [13], as was observed in somatic cells [15, 67]. This is supported by generally higher expression levels of *Dnmt3b* in species without oocyte *Dnmt3l *(Figs. 1a, 3a) and a higher *Dnmt3b* to *Dnmt3a* expression ratio (> 1 in all except cow and rhesus macaque) (Fig. 5a). However, our analysis of the RNA-seq data sets did not detect a correlation between the absence of oocyte *Dnmt3l* and increased expression of *Dnmt3b* isoforms homologous to the mouse inactive isoforms *Dnmt3b3*, *Dnmt3b4* and *Dnmt3b7* (Fig. 5b), which are characterised by second and third exons from the 3’ end being spliced out. Instead, such isoforms were detected at substantial expression levels only in mouse oocytes. However, this result could be affected by the technical differences across libraries from different species (Fig. 5b). 

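In counts, Dnmt3b was lower than Dnmt3a in all 5 naked mole-rat libraries and higher in the guinea pig and coruro libraries. The ratio of Dnmt3b to Dnmt3a counts in naked mole-rat was 0.483 ± 0.0967 (SD, n = 5), with values of 0.378, 0.561, 0.590, 0.498 and 0.389 in replicates 1 to 5. An exact sign-flip permutation test of the log2 ratio against 0, with both directions counted, gave p = 0.063, the smallest p that 5 females allow. The guinea pig ratio was 3.21 (95% exact interval 3.16 to 3.26) and the coruro ratio 1.46 (1.41 to 1.51), each from a single library. Guinea pig Dnmt3b lay above the range of the naked mole-rat libraries, which was 465 to 1041 CPM, and guinea pig Dnmt3a lay below their range of 1231 to 2385 CPM. These ratios are of counts and hold the lengths of the 2 transcripts, so that a count ratio of 1, the value tested, need not mark equal levels. Fig. 5a uses values per kilobase instead, and the transcript lengths are not given in the sources used here. The paper recalls an earlier proposal that an inactive isoform of DNMT3B stands in for DNMT3L in human oocytes, and takes the Dnmt3b levels and the ratios across species as support for it before it turns to the inactive isoforms.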

Visual inspection of spliced reads across *Dnmt3b* in individual species did not reveal the presence of novel potentially inactive *Dnmt3b* isoforms. Therefore, it remains to be elucidated what substitutes DNMT3L in a tetramer with DNMT3A, and whether both DNMT3A and DNMT3B are essential for oocyte de novo DNA methylation in species without oocyte DNMT3L.

**Fig. 5:**
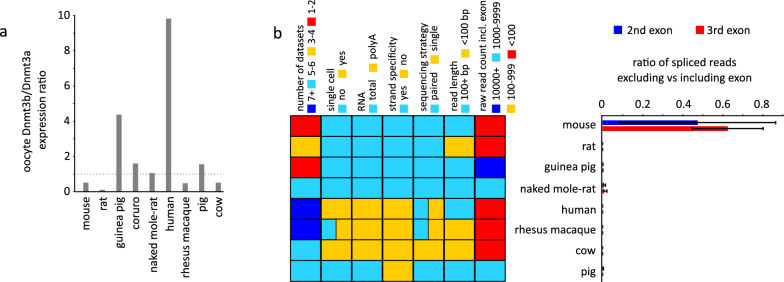
Inactive DNMT3B isoform is not likely to replace DNMT3L. **a** *Dnmt3b/Dnmt3a* oocyte expression ratio across mammalian species; the dotted line marks a ratio of 1. **b** Right: ratio of spliced reads that splice out the two exons that are spliced out in mouse inactive *Dnmt3b* isoforms to spliced reads that include the two exons. Exons are marked in their order from the 3’ end of the transcript. Left: technical information about data sets used for the analysis, from left to right—number of data sets analysed, whether the data sets are from single oocytes, whether total or polyA-selected RNA was used, whether the generated library is strand-specific, whether the library was sequenced single-end or paired-end, sequencing read length and average raw read count for spliced reads that include the two analysed exons. Two colours indicate different parameters if multiple sources of data sets were used (human and rhesus macaque)

## Discussion

Here, we challenge the current model that DNMT3L is generally required for de novo DNA methylation in mammalian oocytes. Instead, we show that its expression in oocytes is driven by an oocyte-specific upstream promoter that emerged in the *Eumuroida* rodent lineage, restricting oocyte *Dnmt3l* activity to mice, rats, gerbils and hamsters. Our study demonstrates that results obtained by studying mouse as a model cannot be easily extrapolated to all mammals, as was also shown previously in other biological contexts [7, 19, 21, 22, 35, 43, 51, 56, 57], or even to all rodents. Moreover, it highlights the importance of examining non-model species to both elucidate the universality of mechanisms first identified in mouse and explore the variability across mammals.

As we did not detect the expression of inactive *Dnmt3b* isoforms in the oocytes of species outside *Eumuroida* rodents, we hypothesise that DNMT3A may act in a complex with active DNMT3B, or potentially form a homotetramer [16]. This interaction was previously shown in P19 somatic cells in the absence of DNMT3L; however, inactive DNMT3B was also found in the complex [28]. Long read sequencing of mammalian oocyte transcriptomes could shed more light on which *Dnmt3b* isoforms are expressed and, therefore, have the potential to form a complex with DNMT3A. To date, only short read Illumina data sets are available for all species except mouse. When we attempted to analyse if any annotated exons are spliced out using the same approach, as shown in Fig. 5b, no exon in any species except mouse showed notable proportion of reads splicing the exon out compared to reads including the exon in the transcript (data not shown). This suggests that full length *Dnmt3b* isoforms are predominantly expressed irrespective of the presence or absence of oocyte DNMT3L.

Although it was originally believed that the DNMT3A–DNMT3L complex was targeted to the gene bodies of active genes in oocytes through DNMT3A PWWP domain-mediated recognition of H3K36me3 [48], recent findings showed that abolition of the association between DNMT3A and H3K36me2/3 in mouse oocytes does not result in hypomethylation of active gene bodies [26]. Instead, such oocytes are hypermethylated, particularly at transcriptionally inactive regions. Therefore, we hypothesise that the ADD domains of DNMT3L and/or DNMT3A target de novo DNA methyltransferase complex activity to regions lacking methylation at H3K4 (as was recently shown for DNMT3A [54]), while the DNMT3A PWWP domain further refines the preference by association with H3K36me2/3. Nevertheless, correct genomic landscapes of both H3K4 and H3K36 methylation are required for appropriate DNA methylation establishment [10, 19–21, 49, 65]. DNMT3B, including its inactive isoforms, contains the PWWP domain recognising H3K36me2/3, while this domain is absent from DNMT3L. Additional PWWP domains in the DNMT3A–DNMT3B complex compared to DNMT3A–DNMT3L complex may, therefore, affect the recognition of the histone modification landscape permissive of de novo DNA methylation by enhancing the role of H3K36me2/3 in complex targeting. This might have consequences for the overall oocyte epigenomic landscape and could explain the differences in profiles of individual histone modifications between species with and without oocyte DNMT3L. In particular, large non-canonical H3K4me3 domains in mouse and rat oocytes might serve to exclude de novo DNA methylation targeted primarily by ADD domains of DNMT3A–DNMT3L complex. In contrast, these domains appear to be absent in human oocytes and less prominent in cow and pig oocytes [29], where de novo DNA methylation might be targeted primarily by H3K36me2/3 recognised by PWWP domains of the DNMT3A–DNMT3B complex.

In mouse, *Dnmt3l* is transcriptionally silent in primordial germ cells and its expression starts during oocyte growth [18]. Limitation of this study is that we cannot exclude the possibility that in species without oocyte *Dnmt3l* expression, *Dnmt3l* is expressed in primordial germ cells and then persists as a protein until oocyte growth when DNA methylation is established. Nevertheless, published proteomes of human and bovine oocytes do not detect DNMT3L protein [12, 31], while DNMT3B is detected. In mouse oocytes, DNMT3L protein was detected [59]. Moreover, *Dnmt3l *expression could occur earlier in the oogenesis and be no longer detectable at mRNA or protein level in fully grown oocytes while still playing a role in de novo DNA methylation establishment. Therefore, the role of DNMT3L in mammals outside *Eumuroida* rodents cannot be conclusively rejected or confirmed without generation of female germ line-specific DNMT3L-knock out individuals.

In mouse, it was shown that DNMT3L is essential for DNA methylation at transposable elements crucial for correct development of male germ cells [4]. *Dnmt3l* is transcribed from different promoters in male and female germline in mouse [45], suggesting independent regulation of expression. Therefore, the restriction of oocyte *Dnmt3l* expression to *Eumuroida* rodents cannot be extrapolated to male germline. Moreover, DNMT3L was shown to play a role in DNA methylation of extra-embryonic ectoderm [2]. Although the requirement for DNMT3L in DNA methylation in male germline or placenta was not yet studied in any mammalian species outside mouse, it may be conserved, explaining the evolutionary stable presence of *Dnmt3l* gene in therian mammals.

We are aware that our conclusions are primarily supported by the identification of sequence motifs associated with *Dnmt3l* transcription in mouse and their absence across mammalian species outside *Eumuroida* rodents. The regulation of oocyte *Dnmt3l* TSS by TBPL2/TFIIA complex binding to the identified motif should be confirmed, for example, by TBPL2 chromatin immunoprecipitation. We do not exclude the possibility that *Dnmt3l* expression in other species could be regulated by different sequence motifs recognised by different oocyte TFs, or even evolutionarily more distant TBPL2/TFIIA complex—for example, in squirrels with relatively high similarity to mouse sequence motifs. Nevertheless, the analysis of available mammalian oocyte RNA-seq data sets strongly supports our conclusion that DNMT3L is not a universal mammalian de novo DNA methylation factor, as we could not detect oocyte *DNMT3L* expression in the oocytes of human, macaque rhesus, cow, pig and even another rodents, naked mole-rat and coruro, and only very weakly in guinea pig. Due to the very low expression level, it is unlikely that DNMT3L in guinea pig forms a tetramer complex with DNMT3A and plays an essential role in oocyte de novo DNA methylation establishment.

The development of low input and single cell approaches for profiling transcriptomes and epigenomes, together with high conservation of histone sequences and a high number of mammalian species with available genome sequences, facilitates interrogation of transcription, DNA methylation and histone modification landscapes in the oocytes of non-model species even when only scarce samples are available. This was already proven by mapping transcriptomes and epigenomes of the oocytes and early embryos of not only mouse and human, but also emerging mammalian models, such as cow and pig, revealing differences in oocyte epigenomes and different patterns of epigenome reprogramming after fertilisation [29]. Applying these approaches to non-model mammalian species would thus shed more light on the mechanisms of oocyte de novo DNA methylation establishment and its interplay with the histone modifications landscape, as well as the mechanisms of oocyte-to-zygotic transition at the transcriptome and epigenome levels. Importantly, it will also contribute to the understanding of the variability of these processes across mammals, reflecting different evolutionary histories and having functional consequences for the reproductive biology of individual species.

## Conclusion

Our results suggest that the *Dnmt3l* oocyte-specific promoter emerged in the *Eumuroida* rodent lineage. Therefore, *Dnmt3l* is likely to be expressed and consequently to play a role as an essential de novo DNA methylation factor only in the oocytes of these species. In contrast to *Dnmt3c,* which is required for silencing-specific evolutionarily young retrotransposons, *Dnmt3l* has a genome-wide role without a substantial effect on retrotransposon silencing. The mechanism governing de novo DNA methylation in the oocytes of most mammalian species including humans remains to be elucidated, as our results do not support the hypothesis that inactive isoforms of DNMT3B substitute DNMT3L in tetramers with DNMT3A.

## Methods

### Oocyte collection

Experimental procedures were carried out in accordance with EU directive 2010/63/EU (for animal experiments). Ovaries were dissected from 5 freshly sacrificed naked mole-rat females 1–8 years old, 3 guinea pig females 6–9 months old and one coruro female 2 years old. 

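Markers of granulosa and cumulus cells were measurable in the oocyte libraries and were highest in replicate 1. Of 20 such genes listed before the data were examined, 17 had an entry and 13 reached 1 CPM in all 5 naked mole-rat libraries. In 14 of the 17, replicate 1 was above every other library. Amh, a hormone of granulosa cells, had 1203 CPM in replicate 1 and 6.99 to 66.5 CPM in the others. Inha, an inhibin subunit, had 197 CPM against 0.550 to 32.9 CPM, and Gja1, a gap junction protein, had 710 CPM against 26.6 to 162 CPM. Has2, which makes the hyaluronan of the cumulus matrix, went the other way, with 130 CPM in replicate 1 and 227 to 464 CPM in the others. The median log2 difference of the list between replicate 1 and the mean of the other 4 libraries was 2.94, and 0.81 for replicate 5. Both medians lay at percentile 100 of 10000 random lists matched on mean expression, which describes these libraries only. Oocyte markers had a median difference of -0.84 in replicate 1, at percentile 0.28. Replicate 1 was also higher for the stress and immediate early list, with a median difference of 2.21, for stroma genes at 1.96 and for oxidative phosphorylation genes at 1.59, at percentiles 99.99, 99.6 and 99.8. The immune list had a median difference of 0.90, at percentile 88.7, and the endothelial list one of -0.00, at percentile 21.8. Means over the 5 libraries rest on replicate 1 for several of these genes: Amh fell from 261 to 25.8 CPM and Gja1 from 199 to 71.2 CPM when it was left out. At a minimum of 10 CPM, 8 granulosa genes were detected in every library.

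**Figure D1:**
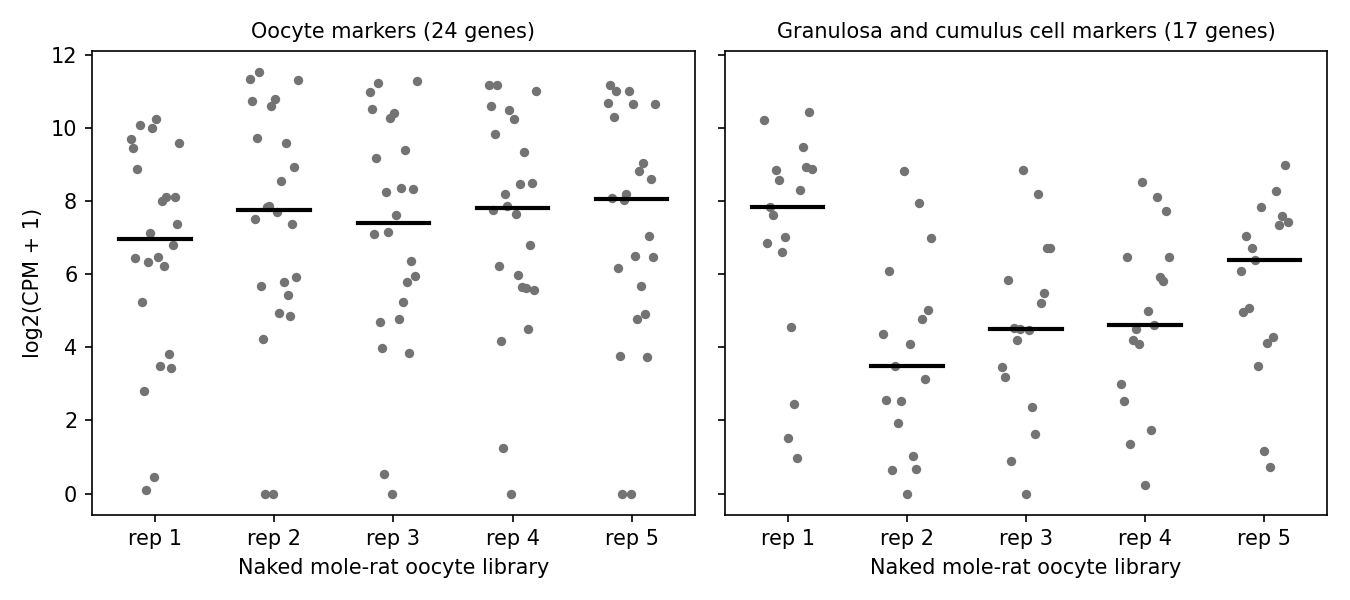
Levels of oocyte markers (left) and of granulosa and cumulus cell markers (right) in the 5 naked mole-rat oocyte libraries, as log2(CPM + 1). Each point is 1 gene and each bar the median of the list in that library, and replicate 1 has the highest median of the granulosa list, at 230 CPM, against 10.3 to 83.0 CPM in the others.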

Oocytes (fully grown and at the late stage of growth) were isolated from ovaries by mechanical disruption of follicles in M2 medium (pre-warmed at 37 °C for a minimum of 2 h), and cumulus cells were removed by repeated mouth pipetting with a narrow glass pipette. Clean oocytes were washed through several 1X PBS drops.

RNA extraction and RNA-seq library preparation.

Immediately after oocyte collection, total RNA was extracted using an ARCTURUS PicoPure RNA Isolation Kit (Thermo Fisher Scientific; Cat. No. KIT0204) following the manufacturer’s protocol. Due to the number of isolated oocytes, naked mole-rat samples were processed individually for each female, while guinea pig oocytes were merged together from all three females. Ribosomal RNA was depleted with NEBNext rRNA Depletion Kit v2 (Human/Mouse/Rat) with sample purification beads (NEB, E7405) according to the manufacturer’s instructions, including DNase treatment by TURBO DNase (Thermo Fisher Scientific, AM2238) followed by library preparation using NEBNext Ultra II Directional RNA Library Prep with sample purification beads (NEB, E7765S) according to the manufacturer’s instructions. The library was sequenced as 150 bp paired-end reads on an Illumina NovaSeq 6000 SP.

### Data processing and mapping

In addition to our newly generated RNA-seq data set from naked mole-rat, guinea pig and coruro oocytes, we downloaded and processed additional publicly available data sets from oocytes of multiple mammalian species: mouse (GSE70116, GO2 and FGO only) [58], rat (GSE112622) [6], golden hamster (GSE86470) [17], cow (GSE61717) [41], pig (GSE108900) [53], rhesus macaque (GSE103313, GSE86938) [9, 60] and human (GSE36552, GSE101571) [62, 63]. In addition, we downloaded and processed SLIC–CAGE data sets from control and TBPL2 knock-out oocytes (E-MTAB-8866) [66] and RNA-seq data sets from control and *Dnmt3l*-ko oocytes (DRA000570). Publicly available data sets were trimmed with Trim Galore! v0.4.1 or Trim Galore! V0.6.2 (E-MTAB-8866, DRA000570) with default parameters, specifying whether the reads were generated in single end or paired end mode. Naked mole-rat data were trimmed with Trim Galore! v0.6.2 in paired end mode. Trimmed RNA-seq data were mapped with Hisat2 v2.0.5 to respective genomes: GRCm38 and GRCm39 for mouse, Rnor_6.0 for rat, MesAur1.0 for golden hamster, Cavpor3.0 for guinea pig, HetGla_female_1.0 for naked mole-rat, Mmul_8 for rhesus macaque, GRCh38 for human, UMD3.1 for cow and Sscrofa11.1 for pig. SLIC–CAGE data sets (E-MTAB-8866) were mapped with Bowtie2 v2.5.1. Coruro data were mapped to degu Dnmt3a (XM_023711114.1), Dnmt3b (XM_004630806.2) and Dnmt3l (XM_023716073.1) sequences downloaded from the NCBI Nucleotide database with Bowtie2 v2.5.1 specifying the local alignment option. Quantified RNA-seq data sets from control and TBPL2 knock-out oocytes were analysed as published [66]. When analysing TE expression in mouse oocytes at the level of whole families, reads were mapped to artificially merged repeat sequences for the GRCm39 mouse genome downloaded from the UCSC genome browser separated by the NNNNN sequence using Bowtie2 v2.5.1.

### Data analysis

The expression of DNMTs was visually inspected and quantified in SeqMonk v1.47.2 (https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/). To confirm that *Dnmt3l* is annotated at the correct position in the naked mole-rat genome, *Dnmt3l* sequences from the NCBI database for mouse, human and naked mole-rat were blasted to the naked mole-rat HetGla_female_1.0 genome using NCBI Genome Workbench. A custom Python script was prepared to identify the length of regions with continuous sequence identity between *Dnmt3l *vs *Dnmt3a* and *Dnmt3b*. Expression levels were log_2_(RPKM + 1)-transformed in R and plotted using ggplot2 [61].

Aire intron sequences for the genome versions listed above and in Additional file 6: Tables S1 and S2 were downloaded from the Ensembl genome database and were converted to their reverse complements. Multiple sequence alignments of the original sequences and reverse complements were performed using MUltiple Sequence Comparison by Log-Expectation (MUSCLE) tool [30], with ClustalW output format and default parameters. The alignment and individual sequences of species without identified homologous sequence for predicted TBPL2/TFIIA binding site were further manually checked for the presence for such sequence according to the sequence similarity and sequence similarity of the surrounding sequences. PhastCons analyses were performed using the PhastWeb interface [37], with expected length = 7 and default target coverage and rho values. Multiple sequence alignments and Newick trees generated by ClustalW were used as input files, and the mouse sequence was consistently used as a reference sequence. PhastCons scores were visualised using ggplot2 [61].

dN/dS ratios were computed for each of the *Dnmt3* genes using the CODEML software of PAML v4.9j [64] by running a null model (M0) that assumes equal dN/dS ratios across all branches of the phylogeny, and two branch models that assume differences in dN/dS ratios between foreground and background branches. For the first branch model *Hystricognathi* were designated as foreground branches, whereas only *Fukomys damarensis* and *Heterocephalus glaber* were set as foreground branches for the second. Chi-squared tests were conducted at 1% and 5% significance levels using the LRT statistics from each model [1]. The phylogenies and multiple sequence alignments used as CODEML input were generated using phytools [40] and MACSE v2.07 [38, 39], respectively. Rooted and unrooted consensus trees were created based on a subset of 1,000 node-dated phylogenetic trees downloaded from VertLife [55]. Sequences included in the alignments (listed in Additional file 6: Table S4) were downloaded from the NCBI Nucleotide database. For the alignment runs, internal frameshifts were replaced with “---”, while internal stop codons were replaced with “NNN”. The alignments were also trimmed, so that they start and end with at least 80% of the sequences having a nucleotide.

Expression of TE subfamilies (raw counts) was quantified using TEtranscripts v2.2.3 [24], using GRCm39 mouse genome and corresponding TE annotation available on the TEtranscripts website (https://labshare.cshl.edu/shares/mhammelllab/www-data/TEtranscripts/TE_GTF/). This was followed by the identification of differentially expressed TEs using NOISeq-sim within NOISeq [52]. For quantification of individual TE insertion expression, only elements with > 50 insertions outside gene annotation with > 5 reads (mapped using Hisat2 v2.0.5 reporting random one position for multimapping reads) in either condition were considered. TE annotation was obtained from UCSC genome browser for GRCm38.

### DNA extraction, PCR and sanger sequencing

To obtain the missing guinea pig *Aire* intron 3 sequence, DNA was extracted from guinea pig liver using ethanol precipitation. PCR on the region of interest was performed using Phusion High-Fidelity PCR Master Mix with HF buffer (Thermo Fisher Scientific, F531S) and primers with sequences: forward AAGACTCCTGTACTGCCACC and reverse GCTGCAACTCCGAATTACCC. A single PCR product was confirmed by gel electrophoresis, purified by a Monarch PCR & DNA Cleanup Kit (NEB, T1030L) and sequenced by Sanger sequencing.

To confirm guinea pig *Dnmt3l* oocyte expression, RNA extracted from oocytes was treated with TURBO DNase (Thermo Fisher Scientific, AM2238), reverse transcribed with SuperScript III Reverse Transcriptase (Thermo Fisher Scientific, 18080093) and amplified by PCR using AMPIGENE Taq Mix (Enzo, ENZ-NUC100-0200) with primers-specific exons 8 + 10 (forward AGAGCTGATGAGTTTGGGCT, reverse GCCGTACACCAGGTCAAATG) of the annotated guinea pig *Dnmt3l* transcript ENSCPOT00000004115.3. PCR product was purified by a Monarch PCR & DNA Cleanup Kit (NEB, T1030L) and sequenced by Sanger sequencing.

### Supplementary Information

**Additional file 1: Figure S1.** *Dnmt3l* regulation by the TBPL2/TFIIA complex and its TSS conservation across rodents. (a) Mouse oocyte SLIC–CAGE read quantification of the first 200 bp of mRNAs in control and TBPL2 knock-out oocytes [66]. The TSS of full-length oocyte *Dnmt3l* is highlighted in red. (b) Multiple sequence alignment of the reverse complements of *Aire* intron 3 sequences in rodents with available sequences in the Ensembl genome database. TSS and surrounding CT-rich and GA-rich sequences are highlighted in species with known or predicted *Dnmt3l* oocyte expression. Asterisk (*) and dollar ($) mark positions in blind mole rat and lesser Egyptian jerboa with insertions (without homologous sequences in other species) that are not visualised. Unser the alignment, the lengths of the insertions are indicated. The simplified phylogeny (in light grey) to the left of the species names is based on [50].

**Additional file 2: Figure S2.** PhastCons results for Aire introns 1–5. PhastCons scores across mouse *Aire* introns 1–5 in *Muridae* and *Cricetidae* (except prairie vole) rodents. In intron 3, the region highlighted in light grey represents the highly conserved region identified by PhastCons. The promoter sequence is highlighted in yellow and CT-rich and GA-rich regions surrounding the TSS are highlighted in blue.

**Additional file 3: Figure S3.** Oocyte *Dnmt3l* promoter within *Aire* intron 3 is not conserved in guinea pig. (a) Multiple sequence alignment of the *Aire* intron 3 sequence, including the newly sequenced guinea pig sequence. The presumed TBPL2/TFIIA binding motif is highlighted in yellow. GP guinea pig, NMR naked mole-rat.

**Additional file 4: Figure S4.** Expression changes of retrotransposon insertions in *Dnmt3l*-ko mouse oocytes. (a) Percentage of reads mapped to retrotransposon classes in *Dnmt3l-*ko mouse oocytes compared to the control. (b) TE subfamilies that were identified as differentially changing in *Dnmt3l*-ko (ko) oocytes compared to wild type (wt). (c) Proportions of insertions that are > twofold upregulated (up), > twofold downregulated (down) or with smaller change in expression (same) in *Dnmt3l*-ko mouse oocytes compared to the control.

**Additional file 5. **Multiple sequence alignment of rodent *Aire* intron 3 sequences.

**Additional file 6: Table S1.** List of additional mammalian species with genome sequences in the Ensembl database and with annotated Aire gene that were used for analysis for the presence of a potential *Dnmt3l* oocyte promoter within the *Aire* intron equivalent to mouse intron 3. **Table S2.** List of all rodents with genome sequences in the Ensembl database and with annotated *Aire* gene and a tree shrew that were used for analysis for the presence of a potential *Dnmt3l* oocyte promoter within the *Aire* intron equivalent to mouse intron 3. **Table S3.** Results of dN/dS ratio analysis for *Dnmt3* genes in rodents. **Table S4.** List of *Dnmt3* sequences used for computing dN/dS ratios. Sequences were downloaded from the NCBI Nucleotide database.

## Data Availability

The RNA-seq data sets supporting the conclusion of this article are available in the Gene Expression Omnibus (GEO) repository with accession number GSE236457. Custom scripts are available upon request.

# Supplementary material for: Expression analysis suggests that DNMT3L is required for oocyte de novo DNA methylation only in Muridae and Cricetidae rodents
**Source:** Epigenetics Chromatin. 2023 Nov 4;16:43. doi: 10.1186/s13072-023-00518-2
**Supplement:** Supplementary file 5 — Additional file 5. Multiple sequence alignment of rodent Aire intron 3 sequences.

CLUSTAL multiple sequence alignment by MUSCLE (3.8)

ENSTBET00000016839.1 CTGCAGG----------GGATAGCTGGAGACAGCCTGGGGA------------CCAGTAG

ENSNGAT00000007851.1 CTGCAAA----------GGGGTGGCAGAGGCAGCCT----------GGCTCTCCTCTCTG

ENSMUGT00000023874.1 CTGGGAA----------AGGGAGGTGGAGGCAGGCT----------AGGCCTCCTTTCTG

ENSRNOT00000001611.5 CTGTGAA----------GGGGAGGTACAGG---------------------------TTG

MGP_CAROLIEiJ_T0023625.1 CTGCGAA----------GGGGAGGTAGAGGCAGCCTG---------GGCCCACTTTTCTG

ENSMUST00000128241.8 CTGCGAA----------GGGGAGGTAGAGGCAGCCTG---------GGCCCACTTTTCTG

ENSMSIT00000039370.1 CTGCGAA----------GGGGAGGTAGAGGCAGCCTG---------GGCCCACTTTTCTG

MGP_SPRETEiJ_T0024771.1 CTGCGAA----------GGGGAGGTAGAGGCAGCCTG---------GGCCCACTTTTCTG

ENSMAUT00000029410.1 CTGCCAA----------GGAGAGGTGGAGGCAGCCTGAAGGT----AAAGCC-CTTTCTG

ENSCGRT00001027434.1 CTGCTGA----------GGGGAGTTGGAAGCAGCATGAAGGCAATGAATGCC-CTTTCTG

ENSPEMT00000030353.2 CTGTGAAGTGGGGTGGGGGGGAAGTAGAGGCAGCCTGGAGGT----ATCCTC-CTTTCTG

ENSMOCT00000010482.1 CTGTGAA----------GGGGAGGTGGAGACAGCCTGAAGGT----ATCCTCTTTTTCTG

ENSCCNT00000026806.1 CTGCAAG----------GGGGAGCTAGAGGCAGC----------TGGGGCCTCCTCTCCT

ENSJJAT00000021205.1 CTGTAA-----------GGGGAGCTGGTGGCAGCCTG---------GTCCAGCTTCTGAG

ENSHGLT00000023656.1 CTGCAAA----------GGGGTGCTGGGGTAATC-------------------------T

ENSCLAT00000006778.1 CTGCACA----------GGGGTGCTGGGGGCAGT-------------------------G

ENSFDAT00000003362.1 CTGCAAA----------GGGGTACTGGGGTCAGC-------------------------T

ENSSVLT00005034202.1 CTGGAAG----------GGAGAGCTGGAGGCAGCTGGG-------------CCTCTGTGG

ENSSTOT00000021109.2 CTG-----------------GAGCCAGAAA------------------------------

ENSMMMT00000015955.1 CTGGAAG----------GGAGAGCTGGGAGCAG-------------GGGGCTTCGGCAGG

ENSUPAT00010004184.1 CTGGAAG----------GGAGAGCTGGGGGCAG-------------GGGGCTTCCACAGG

***

ENSTBET00000016839.1 GGCCAGGGTGGCCCAGGTGGAAT-------------------------------GGGGGC

ENSNGAT00000007851.1 G----AGGGGGTACTAGTGGGCC--AGGAAGTGGAGTGGGGTGGGG--------GACAGC

ENSMUGT00000023874.1 GGCTGGGGTGGTGCTGGTGGGCCC-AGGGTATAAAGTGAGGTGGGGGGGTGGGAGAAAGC

ENSRNOT00000001611.5 GGTTAGGG-GGTGTTGACAGGTCC-AGGATGTCAAGTAAGGTTGGG-GA-----GAAAGC

MGP_CAROLIEiJ_T0023625.1 GGCTGGGGTGGTGTTGATGGATCC-AGAGTAGAAAGTGAGGTTGGGAGA-----GAGAGC

ENSMUST00000128241.8 GGCTGGGGTCATGTTGACGGATCC-AGGGTAGAAAGTGAGGATGGGAGA-----GAGAGC

ENSMSIT00000039370.1 GGCTGGGGTCATGTTGACGGATCC-AGGGTAGAAAGTGAGGATGGGAGA-----GAGAGC

MGP_SPRETEiJ_T0024771.1 GGCTGGGGTCATGTTGGCGGATCC-AGGGTAGAAAGTGAGGATGGGAGA-----GAGAGC

ENSMAUT00000029410.1 GGCCGGGGCGGTCCTG-----------------------GGT-GG--GG-----GAGAGC

ENSCGRT00001027434.1 GGCTGGGGTGGTGTTGGTGGGTCC-AGGGTATAAAGTGAGGC-GG--GG-----GAGAGC

ENSPEMT00000030353.2 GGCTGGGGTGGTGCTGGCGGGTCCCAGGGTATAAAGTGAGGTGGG--GG-----GAGAGC

ENSMOCT00000010482.1 GGCTGGGGTGGTGCTGGTGGGTCC--AGGTCTCAAGTGAGATGGGG--------GAGAGC

ENSCCNT00000026806.1 GGCTAGGG-----CTGGTGGGCCT-GGTGTGTGTGGGGGAGGAGGATGG-----GGGAGA

ENSJJAT00000021205.1 GGCTGGTGCCAGGCCCAGGGGA--------------------------------TGGGGC

ENSHGLT00000023656.1 GGCTG-------------------------------------------------GAGAGC

ENSCLAT00000006778.1 GGCTG-------------------------------------------------GAGAGC

ENSFDAT00000003362.1 GGCTG-------------------------------------------------GGGAGC

ENSSVLT00005034202.1 GGCGGGGACAATGCTGGTGGCC---------------------GGGTGG-----GAAGGC

ENSSTOT00000021109.2 ------------------------------------------------------GGGGG-

ENSMMMT00000015955.1 GGCGGGGGCAATGCTGGTGGCC---------------------AGGTGG-----GAGGGC

ENSUPAT00010004184.1 GGCGGGGCAGCAGGTGG-------------------------------------GAGGAC

ENSTBET00000016839.1 ACAGGTTTAGT------------------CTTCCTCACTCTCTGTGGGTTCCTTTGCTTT

ENSNGAT00000007851.1 ATCTGGT-GGGG----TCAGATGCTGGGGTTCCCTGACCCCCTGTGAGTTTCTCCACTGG

ENSMUGT00000023874.1 ACCTGGC-AGGG----TCAGATCATGGG-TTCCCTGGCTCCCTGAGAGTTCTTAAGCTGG

ENSRNOT00000001611.5 ACCTGGTAAGGG----TCATATCAAGGG-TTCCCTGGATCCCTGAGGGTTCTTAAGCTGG

MGP_CAROLIEiJ_T0023625.1 AGCTGGTAAGGG----TCAGATCAAGGG-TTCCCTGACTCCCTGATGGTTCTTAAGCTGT

ENSMUST00000128241.8 AGCTGGTAAGGG----TCAGATC--------------------GACGGTTCTTAAGCTGT

ENSMSIT00000039370.1 AGCTGGTAAGGG----TCAGGTCAAGGG-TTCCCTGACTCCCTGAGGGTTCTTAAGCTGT

MGP_SPRETEiJ_T0024771.1 AGCTGGTAAGGG----TCAGGTCAAGGG-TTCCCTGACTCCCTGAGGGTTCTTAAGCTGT

ENSMAUT00000029410.1 ACCTGGT-AGGG----GCAGATCAAGGG-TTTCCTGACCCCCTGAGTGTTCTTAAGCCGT

ENSCGRT00001027434.1 ACCTGGT-AGGG----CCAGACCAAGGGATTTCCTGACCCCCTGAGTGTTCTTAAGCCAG

ENSPEMT00000030353.2 ACCTGGT-AGGG----TCAGATCAAGGG-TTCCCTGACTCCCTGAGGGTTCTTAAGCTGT

ENSMOCT00000010482.1 ACCTGGG-AGGG----TCAGATCAAGGG-TTCCCTAACTCCCT---------TCAGCCGT

ENSCCNT00000026806.1 GTTGGGG-GGTGTGGATTAGGTGCTGGG--------------------------------

ENSJJAT00000021205.1 ATTGGTG-TGAGAGGATCACCTGCAGA----TCCCAGCTCCCAGAGAGTTCCTTCAGCAT

ENSHGLT00000023656.1 ACTGGTGCGGTG-------GGTGCTGGG-GCTCTGGGCTCCCTGGGGGTCCCAGTG----

ENSCLAT00000006778.1 ACTGGGT-GGGG-----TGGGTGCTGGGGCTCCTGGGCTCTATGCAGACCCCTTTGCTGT

ENSFDAT00000003362.1 ACTGGGT-AGGG-----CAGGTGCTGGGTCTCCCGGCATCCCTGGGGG------------

ENSSVLT00005034202.1 ACCATGT-GGGG----TCAGGTGCTGG----CCCTGACTCCCTGTGGGCTCCTTCATGGT

ENSSTOT00000021109.2 --------GGGG------------------------------------------------

ENSMMMT00000015955.1 AGCAGGT-GGAG----TCAGGTGCTGG----CCCTGACTCCCTGTGGGCTCCTTCATGGT

ENSUPAT00010004184.1 AGCAGGT-GGAG----TCAGGTGCTGG----CCCTGACTCCCTGTTGGCTCCTTCGTGGT

*

ENSTBET00000016839.1 AGTGG---GTTCTGGTTTACTCACC-----------------------------------

ENSNGAT00000007851.1 TGGGA---GC--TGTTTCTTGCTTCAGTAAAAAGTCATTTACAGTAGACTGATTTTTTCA

ENSMUGT00000023874.1 CACAG---GC--TGTTTCCTTCTTC-----------------------------------

ENSRNOT00000001611.5 TCTGG---GCTGTGTTTCCTTCTTC-----------------------------------

MGP_CAROLIEiJ_T0023625.1 GATAG---GC--TGTTTCCTTCTTC-----------------------------------

ENSMUST00000128241.8 GATGG---GC--TGTTTCCTTCTTC-----------------------------------

ENSMSIT00000039370.1 GATGG---GC--TGTTTCCTTCTTC-----------------------------------

MGP_SPRETEiJ_T0024771.1 GATGG---GC--TGTTTCCTTCTTC-----------------------------------

ENSMAUT00000029410.1 GTTAG---GC--CATTTCCTTCTTC-----------------------------------

ENSCGRT00001027434.1 GCTAG---GC--CGTTTCCTTCTTC-----------------------------------

ENSPEMT00000030353.2 GCTAG---GC--TGCTTCCTTTTCA-----------------------------------

ENSMOCT00000010482.1 AGAGG------CTGTTTCCTTTTTC-----------------------------------

ENSCCNT00000026806.1 -----------CTATTTCCCTCAGT-----------------------------------

ENSJJAT00000021205.1 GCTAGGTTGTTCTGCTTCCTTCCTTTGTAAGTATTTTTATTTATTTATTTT---------

ENSHGLT00000023656.1 -------------GATCCCTTTGCC-----------------------------------

ENSCLAT00000006778.1 CAGGA-------------------------------------------------------

ENSFDAT00000003362.1 ------------------------------------------------------------

ENSSVLT00005034202.1 CCTGG---GCTCTGGTTTCCTCACC-----------------------------------

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 ACTGG---GCTCTGGTTTCCTCACC-----------------------------------

ENSUPAT00010004184.1 ACTGG---GCTCTGGTTTCCTCAGC-----------------------------------

ENSTBET00000016839.1 ------------------------------------------------------------

ENSNGAT00000007851.1 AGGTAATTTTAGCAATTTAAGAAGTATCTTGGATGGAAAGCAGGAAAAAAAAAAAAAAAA

ENSMUGT00000023874.1 ------------------------------------------------------------

ENSRNOT00000001611.5 ------------------------------------------------------------

MGP_CAROLIEiJ_T0023625.1 ------------------------------------------------------------

ENSMUST00000128241.8 ------------------------------------------------------------

ENSMSIT00000039370.1 ------------------------------------------------------------

MGP_SPRETEiJ_T0024771.1 ------------------------------------------------------------

ENSMAUT00000029410.1 ------------------------------------------------------------

ENSCGRT00001027434.1 ------------------------------------------------------------

ENSPEMT00000030353.2 ------------------------------------------------------------

ENSMOCT00000010482.1 ------------------------------------------------------------

ENSCCNT00000026806.1 ------------------------------------------------------------

ENSJJAT00000021205.1 ------------------------------------------------------------

ENSHGLT00000023656.1 ------------------------------------------------------------

ENSCLAT00000006778.1 ------------------------------------------------------------

ENSFDAT00000003362.1 ------------------------------------------------------------

ENSSVLT00005034202.1 ------------------------------------------------------------

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 ------------------------------------------------------------

ENSUPAT00010004184.1 ------------------------------------------------------------

ENSTBET00000016839.1 ----------AGTAC-AAAGTTAACAAAAG------------------------------

ENSNGAT00000007851.1 AAAAAAAAAAAAAAAAAAAGGCAGTTAAAA------------------------------

ENSMUGT00000023874.1 ----------AACAG-AAAGGAAATCAAAA------------------------------

ENSRNOT00000001611.5 ----------AACAGAAAAGGAAATCAAAA------------------------------

MGP_CAROLIEiJ_T0023625.1 ----------AACGG-AAAGGAAATCAAAA------------------------------

ENSMUST00000128241.8 ----------AACAG-AAAGGAAATCAAAA------------------------------

ENSMSIT00000039370.1 ----------AACAG-AAAGGAAATCAAAA------------------------------

MGP_SPRETEiJ_T0024771.1 ----------AACAG-AAAGGAAATCAAAA------------------------------

ENSMAUT00000029410.1 ----------AACAG-AAACGAAATCAAAA------------------------------

ENSCGRT00001027434.1 ----------AACGG-AAATGAAATCAAAA------------------------------

ENSPEMT00000030353.2 ----------ATGGG-AAACGAAATCAAAA------------------------------

ENSMOCT00000010482.1 ----------AGCGG-AAACGAAATCAAAA------------------------------

ENSCCNT00000026806.1 ----------AGTAAAAAGGAAAGAAACCA------------------------------

ENSJJAT00000021205.1 ----------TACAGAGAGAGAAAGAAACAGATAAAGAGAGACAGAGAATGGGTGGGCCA

ENSHGLT00000023656.1 ----------GCTGGGATCTGGAACCCCGG------------------------------

ENSCLAT00000006778.1 ----------------ACAGGAAACCCCAC------------------------------

ENSFDAT00000003362.1 ------------------------------------------------------------

ENSSVLT00005034202.1 ----------AGTAAAAAGGAAAATGAGAA------------------------------

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 ----------AGTAGAAAGGAAAATGAGAC------------------------------

ENSUPAT00010004184.1 ----------AGTAGAAAGGAAAATGAGA-------------------------------

ENSTBET00000016839.1 -----------------------------------------CCACCTACCTACTT----C

ENSNGAT00000007851.1 -----------------------------------------CCACCTGCCTGCCC----C

ENSMUGT00000023874.1 -----------------------------------------GCACCTGCCTGCCT----C

ENSRNOT00000001611.5 -----------------------------------------CCACCTGCCTGCCTCACCC

MGP_CAROLIEiJ_T0023625.1 -----------------------------------------CCACCTGCCTGCCT----C

ENSMUST00000128241.8 -----------------------------------------CCACCTGCCTGCCT----C

ENSMSIT00000039370.1 -----------------------------------------CCACCTGCCTGCCT----C

MGP_SPRETEiJ_T0024771.1 -----------------------------------------CCACCTGCCTGCCT----C

ENSMAUT00000029410.1 -----------------------------------------CCACCTGCCTGCCT----C

ENSCGRT00001027434.1 -----------------------------------------CCACCTGCCTGCCT----C

ENSPEMT00000030353.2 -----------------------------------------CCACCTGCCTGCCT----C

ENSMOCT00000010482.1 -----------------------------------------CCACCTGCCTGCCT----C

ENSCCNT00000026806.1 -----------------------------------------CTCCCTGGGTGGTG-----

ENSJJAT00000021205.1 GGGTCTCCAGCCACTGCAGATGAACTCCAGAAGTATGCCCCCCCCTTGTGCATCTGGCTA

ENSHGLT00000023656.1 -----------------------------------------CCACCTGGGCTCCTGGGCC

ENSCLAT00000006778.1 -----------------------------------------CCACCTGGGCACCTGGGCC

ENSFDAT00000003362.1 -----------------------------------------CCCCCTGTGGA-------A

ENSSVLT00005034202.1 -----------------------------------------CTGCCTGCCCCTTT-----

ENSSTOT00000021109.2 -----------------------------------------ACCCCT-------------

ENSMMMT00000015955.1 -----------------------------------------CCTCCTGCCCCTTT-----

ENSUPAT00010004184.1 -----------------------------------------CTCCCTGCCCCTTT-----

* *

ENSTBET00000016839.1 ACA--GCCCCTGGGGAGCTCAGGGT-----------------------------------

ENSNGAT00000007851.1 ACC--GCCC---AGGAACTCAGCCT-----------------------------------

ENSMUGT00000023874.1 ACC--ACGA---AGGAACTCGGCCT-----------------------------------

ENSRNOT00000001611.5 ACC--ACCC---TGGAACCCAGCCT-----------------------------------

MGP_CAROLIEiJ_T0023625.1 ACC--ACCC---AGGAACTCAGCCT-----------------------------------

ENSMUST00000128241.8 ACC--GCCC---AGAAACTCAGCCT-----------------------------------

ENSMSIT00000039370.1 ACC--GCCC---AGGAACTCAGCCT-----------------------------------

MGP_SPRETEiJ_T0024771.1 ACC--GCCC---AGGAACTCAGCCT-----------------------------------

ENSMAUT00000029410.1 ACC--AGCCAGGAGGAACTCAGCCT-----------------------------------

ENSCGRT00001027434.1 ACC--AGCC---AGGAACTCAGCCT-----------------------------------

ENSPEMT00000030353.2 ACC--ACCC---AGGAACTCAGCCT-----------------------------------

ENSMOCT00000010482.1 ACT--ACCC---AGGAACTCAGTCT-----------------------------------

ENSCCNT00000026806.1 -------ACCCAGGGAATTCTGCCT-----------------------------------

ENSJJAT00000021205.1 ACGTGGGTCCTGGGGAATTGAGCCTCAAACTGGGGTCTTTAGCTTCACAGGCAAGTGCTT

ENSHGLT00000023656.1 GCCTGGGCGCTGGGCAGCTGGGC-------------------------------------

ENSCLAT00000006778.1 ACC-----------TCACCCAGCCT-----------------------------------

ENSFDAT00000003362.1 ACCCCAAGCCCTGGGATCCTGGCCT-----------------------------------

ENSSVLT00005034202.1 -----AGCGCTTAAGGACTCAGTGTTGG--------------------------------

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 -----ACCACTTAAAAACTCAGAC------------------------------------

ENSUPAT00010004184.1 -----ACCACTTAAAAACTCAGACC-----------------------------------

ENSTBET00000016839.1 ------------------------------------------------------------

ENSNGAT00000007851.1 ------------------------------------------------------------

ENSMUGT00000023874.1 ------------------------------------------------------------

ENSRNOT00000001611.5 ------------------------------------------------------------

MGP_CAROLIEiJ_T0023625.1 ------------------------------------------------------------

ENSMUST00000128241.8 ------------------------------------------------------------

ENSMSIT00000039370.1 ------------------------------------------------------------

MGP_SPRETEiJ_T0024771.1 ------------------------------------------------------------

ENSMAUT00000029410.1 ------------------------------------------------------------

ENSCGRT00001027434.1 ------------------------------------------------------------

ENSPEMT00000030353.2 ------------------------------------------------------------

ENSMOCT00000010482.1 ------------------------------------------------------------

ENSCCNT00000026806.1 ------------------------------------------------------------

ENSJJAT00000021205.1 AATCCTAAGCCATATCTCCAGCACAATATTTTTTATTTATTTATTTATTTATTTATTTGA

ENSHGLT00000023656.1 ------------------------------------------------------------

ENSCLAT00000006778.1 ------------------------------------------------------------

ENSFDAT00000003362.1 ------------------------------------------------------------

ENSSVLT00005034202.1 ------------------------------------------------------------

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 ------------------------------------------------------------

ENSUPAT00010004184.1 ------------------------------------------------------------

ENSTBET00000016839.1 ------------------------------------------------------------

ENSNGAT00000007851.1 ------------------------------------------------------------

ENSMUGT00000023874.1 ------------------------------------------------------------

ENSRNOT00000001611.5 ------------------------------------------------------------

MGP_CAROLIEiJ_T0023625.1 ------------------------------------------------------------

ENSMUST00000128241.8 ------------------------------------------------------------

ENSMSIT00000039370.1 ------------------------------------------------------------

MGP_SPRETEiJ_T0024771.1 ------------------------------------------------------------

ENSMAUT00000029410.1 ------------------------------------------------------------

ENSCGRT00001027434.1 ------------------------------------------------------------

ENSPEMT00000030353.2 ------------------------------------------------------------

ENSMOCT00000010482.1 ------------------------------------------------------------

ENSCCNT00000026806.1 ------------------------------------------------------------

ENSJJAT00000021205.1 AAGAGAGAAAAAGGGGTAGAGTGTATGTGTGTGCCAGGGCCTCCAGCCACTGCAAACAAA

ENSHGLT00000023656.1 ------------------------------------------------------------

ENSCLAT00000006778.1 ------------------------------------------------------------

ENSFDAT00000003362.1 ------------------------------------------------------------

ENSSVLT00005034202.1 ------------------------------------------------------------

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 ------------------------------------------------------------

ENSUPAT00010004184.1 ------------------------------------------------------------

ENSTBET00000016839.1 ------------------------------------------------------------

ENSNGAT00000007851.1 ------------------------------------------------------------

ENSMUGT00000023874.1 ------------------------------------------------------------

ENSRNOT00000001611.5 ------------------------------------------------------------

MGP_CAROLIEiJ_T0023625.1 ------------------------------------------------------------

ENSMUST00000128241.8 ------------------------------------------------------------

ENSMSIT00000039370.1 ------------------------------------------------------------

MGP_SPRETEiJ_T0024771.1 ------------------------------------------------------------

ENSMAUT00000029410.1 ------------------------------------------------------------

ENSCGRT00001027434.1 ------------------------------------------------------------

ENSPEMT00000030353.2 ------------------------------------------------------------

ENSMOCT00000010482.1 ------------------------------------------------------------

ENSCCNT00000026806.1 ------------------------------------------------------------

ENSJJAT00000021205.1 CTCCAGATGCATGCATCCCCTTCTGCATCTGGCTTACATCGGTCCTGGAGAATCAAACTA

ENSHGLT00000023656.1 ------------------------------------------------------------

ENSCLAT00000006778.1 ------------------------------------------------------------

ENSFDAT00000003362.1 ------------------------------------------------------------

ENSSVLT00005034202.1 ------------------------------------------------------------

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 ------------------------------------------------------------

ENSUPAT00010004184.1 ------------------------------------------------------------

ENSTBET00000016839.1 ------------------------------------------------------------

ENSNGAT00000007851.1 ------------------------------------------------------------

ENSMUGT00000023874.1 ------------------------------------------------------------

ENSRNOT00000001611.5 ------------------------------------------------------------

MGP_CAROLIEiJ_T0023625.1 ------------------------------------------------------------

ENSMUST00000128241.8 ------------------------------------------------------------

ENSMSIT00000039370.1 ------------------------------------------------------------

MGP_SPRETEiJ_T0024771.1 ------------------------------------------------------------

ENSMAUT00000029410.1 ------------------------------------------------------------

ENSCGRT00001027434.1 ------------------------------------------------------------

ENSPEMT00000030353.2 ------------------------------------------------------------

ENSMOCT00000010482.1 ------------------------------------------------------------

ENSCCNT00000026806.1 ------------------------------------------------------------

ENSJJAT00000021205.1 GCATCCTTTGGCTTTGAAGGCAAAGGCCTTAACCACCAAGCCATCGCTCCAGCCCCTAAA

ENSHGLT00000023656.1 ------------------------------------------------------------

ENSCLAT00000006778.1 ------------------------------------------------------------

ENSFDAT00000003362.1 ------------------------------------------------------------

ENSSVLT00005034202.1 ------------------------------------------------------------

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 ------------------------------------------------------------

ENSUPAT00010004184.1 ------------------------------------------------------------

ENSTBET00000016839.1 ------------------------------------------------------------

ENSNGAT00000007851.1 ------------------------------------------------------------

ENSMUGT00000023874.1 ------------------------------------------------------------

ENSRNOT00000001611.5 ------------------------------------------------------------

MGP_CAROLIEiJ_T0023625.1 ------------------------------------------------------------

ENSMUST00000128241.8 ------------------------------------------------------------

ENSMSIT00000039370.1 ------------------------------------------------------------

MGP_SPRETEiJ_T0024771.1 ------------------------------------------------------------

ENSMAUT00000029410.1 ------------------------------------------------------------

ENSCGRT00001027434.1 ------------------------------------------------------------

ENSPEMT00000030353.2 ------------------------------------------------------------

ENSMOCT00000010482.1 ------------------------------------------------------------

ENSCCNT00000026806.1 ------------------------------------------------------------

ENSJJAT00000021205.1 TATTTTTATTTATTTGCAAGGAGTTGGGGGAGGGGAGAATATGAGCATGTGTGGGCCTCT

ENSHGLT00000023656.1 ------------------------------------------------------------

ENSCLAT00000006778.1 ------------------------------------------------------------

ENSFDAT00000003362.1 ------------------------------------------------------------

ENSSVLT00005034202.1 ------------------------------------------------------------

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 ------------------------------------------------------------

ENSUPAT00010004184.1 ------------------------------------------------------------

ENSTBET00000016839.1 ------------------------------------------------------------

ENSNGAT00000007851.1 ------------------------------------------------------------

ENSMUGT00000023874.1 ------------------------------------------------------------

ENSRNOT00000001611.5 ------------------------------------------------------------

MGP_CAROLIEiJ_T0023625.1 ------------------------------------------------------------

ENSMUST00000128241.8 ------------------------------------------------------------

ENSMSIT00000039370.1 ------------------------------------------------------------

MGP_SPRETEiJ_T0024771.1 ------------------------------------------------------------

ENSMAUT00000029410.1 ------------------------------------------------------------

ENSCGRT00001027434.1 ------------------------------------------------------------

ENSPEMT00000030353.2 ------------------------------------------------------------

ENSMOCT00000010482.1 ------------------------------------------------------------

ENSCCNT00000026806.1 ------------------------------------------------------------

ENSJJAT00000021205.1 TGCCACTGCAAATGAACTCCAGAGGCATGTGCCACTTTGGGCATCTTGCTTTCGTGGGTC

ENSHGLT00000023656.1 ------------------------------------------------------------

ENSCLAT00000006778.1 ------------------------------------------------------------

ENSFDAT00000003362.1 ------------------------------------------------------------

ENSSVLT00005034202.1 ------------------------------------------------------------

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 ------------------------------------------------------------

ENSUPAT00010004184.1 ------------------------------------------------------------

ENSTBET00000016839.1 ------------------------------------------------------------

ENSNGAT00000007851.1 ------------------------------------------------------------

ENSMUGT00000023874.1 ------------------------------------------------------------

ENSRNOT00000001611.5 ------------------------------------------------------------

MGP_CAROLIEiJ_T0023625.1 ------------------------------------------------------------

ENSMUST00000128241.8 ------------------------------------------------------------

ENSMSIT00000039370.1 ------------------------------------------------------------

MGP_SPRETEiJ_T0024771.1 ------------------------------------------------------------

ENSMAUT00000029410.1 ------------------------------------------------------------

ENSCGRT00001027434.1 ------------------------------------------------------------

ENSPEMT00000030353.2 ------------------------------------------------------------

ENSMOCT00000010482.1 ------------------------------------------------------------

ENSCCNT00000026806.1 ------------------------------------------------------------

ENSJJAT00000021205.1 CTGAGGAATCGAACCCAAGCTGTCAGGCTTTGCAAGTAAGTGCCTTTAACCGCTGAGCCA

ENSHGLT00000023656.1 ------------------------------------------------------------

ENSCLAT00000006778.1 ------------------------------------------------------------

ENSFDAT00000003362.1 ------------------------------------------------------------

ENSSVLT00005034202.1 ------------------------------------------------------------

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 ------------------------------------------------------------

ENSUPAT00010004184.1 ------------------------------------------------------------

ENSTBET00000016839.1 ------------------------------------------------------------

ENSNGAT00000007851.1 ------------------------------------------------------------

ENSMUGT00000023874.1 ------------------------------------------------------------

ENSRNOT00000001611.5 ------------------------------------------------------------

MGP_CAROLIEiJ_T0023625.1 ------------------------------------------------------------

ENSMUST00000128241.8 ------------------------------------------------------------

ENSMSIT00000039370.1 ------------------------------------------------------------

MGP_SPRETEiJ_T0024771.1 ------------------------------------------------------------

ENSMAUT00000029410.1 ------------------------------------------------------------

ENSCGRT00001027434.1 ------------------------------------------------------------

ENSPEMT00000030353.2 ------------------------------------------------------------

ENSMOCT00000010482.1 ------------------------------------------------------------

ENSCCNT00000026806.1 ------------------------------------------------------------

ENSJJAT00000021205.1 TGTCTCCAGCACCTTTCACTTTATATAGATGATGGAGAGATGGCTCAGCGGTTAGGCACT

ENSHGLT00000023656.1 ------------------------------------------------------------

ENSCLAT00000006778.1 ------------------------------------------------------------

ENSFDAT00000003362.1 ------------------------------------------------------------

ENSSVLT00005034202.1 ------------------------------------------------------------

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 ------------------------------------------------------------

ENSUPAT00010004184.1 ------------------------------------------------------------

ENSTBET00000016839.1 ------------------------------------------------------------

ENSNGAT00000007851.1 ------------------------------------------------------------

ENSMUGT00000023874.1 ------------------------------------------------------------

ENSRNOT00000001611.5 ------------------------------------------------------------

MGP_CAROLIEiJ_T0023625.1 ------------------------------------------------------------

ENSMUST00000128241.8 ------------------------------------------------------------

ENSMSIT00000039370.1 ------------------------------------------------------------

MGP_SPRETEiJ_T0024771.1 ------------------------------------------------------------

ENSMAUT00000029410.1 ------------------------------------------------------------

ENSCGRT00001027434.1 ------------------------------------------------------------

ENSPEMT00000030353.2 ------------------------------------------------------------

ENSMOCT00000010482.1 ------------------------------------------------------------

ENSCCNT00000026806.1 ------------------------------------------------------------

ENSJJAT00000021205.1 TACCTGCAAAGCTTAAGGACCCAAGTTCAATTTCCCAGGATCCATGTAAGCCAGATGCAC

ENSHGLT00000023656.1 ------------------------------------------------------------

ENSCLAT00000006778.1 ------------------------------------------------------------

ENSFDAT00000003362.1 ------------------------------------------------------------

ENSSVLT00005034202.1 ------------------------------------------------------------

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 ------------------------------------------------------------

ENSUPAT00010004184.1 ------------------------------------------------------------

ENSTBET00000016839.1 ------------------------------------------------------------

ENSNGAT00000007851.1 ------------------------------------------------------------

ENSMUGT00000023874.1 ------------------------------------------------------------

ENSRNOT00000001611.5 ------------------------------------------------------------

MGP_CAROLIEiJ_T0023625.1 ------------------------------------------------------------

ENSMUST00000128241.8 ------------------------------------------------------------

ENSMSIT00000039370.1 ------------------------------------------------------------

MGP_SPRETEiJ_T0024771.1 ------------------------------------------------------------

ENSMAUT00000029410.1 ------------------------------------------------------------

ENSCGRT00001027434.1 ------------------------------------------------------------

ENSPEMT00000030353.2 ------------------------------------------------------------

ENSMOCT00000010482.1 ------------------------------------------------------------

ENSCCNT00000026806.1 ------------------------------------------------------------

ENSJJAT00000021205.1 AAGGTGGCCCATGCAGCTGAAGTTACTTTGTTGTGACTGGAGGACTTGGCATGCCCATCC

ENSHGLT00000023656.1 ------------------------------------------------------------

ENSCLAT00000006778.1 ------------------------------------------------------------

ENSFDAT00000003362.1 ------------------------------------------------------------

ENSSVLT00005034202.1 ------------------------------------------------------------

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 ------------------------------------------------------------

ENSUPAT00010004184.1 ------------------------------------------------------------

ENSTBET00000016839.1 ------------------------------------------------------------

ENSNGAT00000007851.1 ------------------------------------------------------------

ENSMUGT00000023874.1 ------------------------------------------------------------

ENSRNOT00000001611.5 ------------------------------------------------------------

MGP_CAROLIEiJ_T0023625.1 ------------------------------------------------------------

ENSMUST00000128241.8 ------------------------------------------------------------

ENSMSIT00000039370.1 ------------------------------------------------------------

MGP_SPRETEiJ_T0024771.1 ------------------------------------------------------------

ENSMAUT00000029410.1 ------------------------------------------------------------

ENSCGRT00001027434.1 ------------------------------------------------------------

ENSPEMT00000030353.2 ------------------------------------------------------------

ENSMOCT00000010482.1 ------------------------------------------------------------

ENSCCNT00000026806.1 ------------------------------------------------------------

ENSJJAT00000021205.1 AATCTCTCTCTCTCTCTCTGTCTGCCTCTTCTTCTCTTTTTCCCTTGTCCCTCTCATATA

ENSHGLT00000023656.1 ------------------------------------------------------------

ENSCLAT00000006778.1 ------------------------------------------------------------

ENSFDAT00000003362.1 ------------------------------------------------------------

ENSSVLT00005034202.1 ------------------------------------------------------------

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 ------------------------------------------------------------

ENSUPAT00010004184.1 ------------------------------------------------------------

ENSTBET00000016839.1 ------------------------------------------------------------

ENSNGAT00000007851.1 ------------------------------------------------------------

ENSMUGT00000023874.1 ------------------------------------------------------------

ENSRNOT00000001611.5 ------------------------------------------------------------

MGP_CAROLIEiJ_T0023625.1 ------------------------------------------------------------

ENSMUST00000128241.8 ------------------------------------------------------------

ENSMSIT00000039370.1 ------------------------------------------------------------

MGP_SPRETEiJ_T0024771.1 ------------------------------------------------------------

ENSMAUT00000029410.1 ------------------------------------------------------------

ENSCGRT00001027434.1 ------------------------------------------------------------

ENSPEMT00000030353.2 ------------------------------------------------------------

ENSMOCT00000010482.1 ------------------------------------------------------------

ENSCCNT00000026806.1 ------------------------------------------------------------

ENSJJAT00000021205.1 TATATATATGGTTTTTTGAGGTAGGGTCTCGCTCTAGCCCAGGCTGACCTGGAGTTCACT

ENSHGLT00000023656.1 ------------------------------------------------------------

ENSCLAT00000006778.1 ------------------------------------------------------------

ENSFDAT00000003362.1 ------------------------------------------------------------

ENSSVLT00005034202.1 ------------------------------------------------------------

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 ------------------------------------------------------------

ENSUPAT00010004184.1 ------------------------------------------------------------

ENSTBET00000016839.1 ------------------------------------------------------------

ENSNGAT00000007851.1 ------------------------------------------------------------

ENSMUGT00000023874.1 ------------------------------------------------------------

ENSRNOT00000001611.5 ------------------------------------------------------------

MGP_CAROLIEiJ_T0023625.1 ------------------------------------------------------------

ENSMUST00000128241.8 ------------------------------------------------------------

ENSMSIT00000039370.1 ------------------------------------------------------------

MGP_SPRETEiJ_T0024771.1 ------------------------------------------------------------

ENSMAUT00000029410.1 ------------------------------------------------------------

ENSCGRT00001027434.1 ------------------------------------------------------------

ENSPEMT00000030353.2 ------------------------------------------------------------

ENSMOCT00000010482.1 ------------------------------------------------------------

ENSCCNT00000026806.1 ------------------------------------------------------------

ENSJJAT00000021205.1 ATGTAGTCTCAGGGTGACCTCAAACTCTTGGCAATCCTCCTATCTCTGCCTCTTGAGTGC

ENSHGLT00000023656.1 ------------------------------------------------------------

ENSCLAT00000006778.1 ------------------------------------------------------------

ENSFDAT00000003362.1 ------------------------------------------------------------

ENSSVLT00005034202.1 ------------------------------------------------------------

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 ------------------------------------------------------------

ENSUPAT00010004184.1 ------------------------------------------------------------

ENSTBET00000016839.1 -----------------------------------------------------------T

ENSNGAT00000007851.1 -----------------------------------------------------------T

ENSMUGT00000023874.1 -----------------------------------------------------------T

ENSRNOT00000001611.5 -----------------------------------------------------------T

MGP_CAROLIEiJ_T0023625.1 -----------------------------------------------------------T

ENSMUST00000128241.8 -----------------------------------------------------------T

ENSMSIT00000039370.1 -----------------------------------------------------------T

MGP_SPRETEiJ_T0024771.1 -----------------------------------------------------------T

ENSMAUT00000029410.1 -----------------------------------------------------------T

ENSCGRT00001027434.1 -----------------------------------------------------------T

ENSPEMT00000030353.2 -----------------------------------------------------------T

ENSMOCT00000010482.1 -----------------------------------------------------------G

ENSCCNT00000026806.1 ------------------------------------------------------------

ENSJJAT00000021205.1 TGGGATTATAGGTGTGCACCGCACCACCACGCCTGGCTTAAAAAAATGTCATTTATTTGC

ENSHGLT00000023656.1 ------------------------------------------------------------

ENSCLAT00000006778.1 -----------------------------------------------------------C

ENSFDAT00000003362.1 --------------------------------------------------------TGGG

ENSSVLT00005034202.1 ------------------------------------------------------GGCTGG

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 ------------------------------------------------------------

ENSUPAT00010004184.1 ------------------------------------------------------------

ENSTBET00000016839.1 TGGGACAGGACAGGGTTGGG---AGGATACG-----------------------------

ENSNGAT00000007851.1 CAGAGCAGGGAGGCGCTGAG---AGGCTGGG---A-------------------------

ENSMUGT00000023874.1 CAGACCAGTGAGAAGCTGAG---AGGCCGTG--AG-------------------------

ENSRNOT00000001611.5 CAGGACAGTAAGACGCTGAG---AGGCTGTGCCCT-------------------------

MGP_CAROLIEiJ_T0023625.1 CGGGACAGTAAGTCGCTGAG---AGGCTGTG--GG-------------------------

ENSMUST00000128241.8 TGGGACAGTAAGACGCTGAG---AGGCTGTG--GG-------------------------

ENSMSIT00000039370.1 TGGGACAGTAAGACGCTGAG---AGGCTGTG--GG-------------------------

MGP_SPRETEiJ_T0024771.1 TGGGACAGTAAGACGCTGAG---AGGCTGTG--GG-------------------------

ENSMAUT00000029410.1 CAGAACAGGAAGAAGCTGCG---AGGCGGTG--AG-------------------------

ENSCGRT00001027434.1 CAGAGCAGGAAGAAGCTGAG---AGGTACTG--AG-------------------------

ENSPEMT00000030353.2 CAGAACAGGAAGAAGCTGAG---AGGCGGTG--AG-------------------------

ENSMOCT00000010482.1 CAGAACAGGAAGAAGCTGCA---AGACTGTG--AG-------------------------

ENSCCNT00000026806.1 GAGGGTAGAAAGCAGCCAAG---GGCCGACA-----------------------------

ENSJJAT00000021205.1 AAGAAGAGAGAGAATTTGAA---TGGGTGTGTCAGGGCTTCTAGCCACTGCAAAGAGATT

ENSHGLT00000023656.1 -GGGAGAGGCAGGAGCCTGGCCCAGCCCGTG-----------------------------

ENSCLAT00000006778.1 CTGGACACCTGGGAGCCTGG---TGGCTGGG-----------------------------

ENSFDAT00000003362.1 CAGAAGAGGCAGGAGT--------------------------------------------

ENSSVLT00005034202.1 CACAGCTGACAGACCCGTCC---AGGCTGTC-----------------------------

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 ----------AGACCCTTCC---AGGGTATG-----------------------------

ENSUPAT00010004184.1 ---------------TGTCC---AGGGTATG-----------------------------

ENSTBET00000016839.1 ------------------------------------------------------------

ENSNGAT00000007851.1 ------------------------------------------------------------

ENSMUGT00000023874.1 ------------------------------------------------------------

ENSRNOT00000001611.5 ------------------------------------------------------------

MGP_CAROLIEiJ_T0023625.1 ------------------------------------------------------------

ENSMUST00000128241.8 ------------------------------------------------------------

ENSMSIT00000039370.1 ------------------------------------------------------------

MGP_SPRETEiJ_T0024771.1 ------------------------------------------------------------

ENSMAUT00000029410.1 ------------------------------------------------------------

ENSCGRT00001027434.1 ------------------------------------------------------------

ENSPEMT00000030353.2 ------------------------------------------------------------

ENSMOCT00000010482.1 ------------------------------------------------------------

ENSCCNT00000026806.1 ------------------------------------------------------------

ENSJJAT00000021205.1 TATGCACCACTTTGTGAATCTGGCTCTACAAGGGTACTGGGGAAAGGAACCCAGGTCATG

ENSHGLT00000023656.1 ------------------------------------------------------------

ENSCLAT00000006778.1 ------------------------------------------------------------

ENSFDAT00000003362.1 ------------------------------------------------------------

ENSSVLT00005034202.1 ------------------------------------------------------------

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 ------------------------------------------------------------

ENSUPAT00010004184.1 ------------------------------------------------------------

ENSTBET00000016839.1 ------------------------------------------------------------

ENSNGAT00000007851.1 ------------------------------------------------------------

ENSMUGT00000023874.1 ------------------------------------------------------------

ENSRNOT00000001611.5 ------------------------------------------------------------

MGP_CAROLIEiJ_T0023625.1 ------------------------------------------------------------

ENSMUST00000128241.8 ------------------------------------------------------------

ENSMSIT00000039370.1 ------------------------------------------------------------

MGP_SPRETEiJ_T0024771.1 ------------------------------------------------------------

ENSMAUT00000029410.1 ------------------------------------------------------------

ENSCGRT00001027434.1 ------------------------------------------------------------

ENSPEMT00000030353.2 ------------------------------------------------------------

ENSMOCT00000010482.1 ------------------------------------------------------------

ENSCCNT00000026806.1 ------------------------------------------------------------

ENSJJAT00000021205.1 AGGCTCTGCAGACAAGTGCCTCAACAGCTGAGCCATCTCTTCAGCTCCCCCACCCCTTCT

ENSHGLT00000023656.1 ------------------------------------------------------------

ENSCLAT00000006778.1 ------------------------------------------------------------

ENSFDAT00000003362.1 ------------------------------------------------------------

ENSSVLT00005034202.1 ------------------------------------------------------------

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 ------------------------------------------------------------

ENSUPAT00010004184.1 ------------------------------------------------------------

ENSTBET00000016839.1 ------------------------------------------------------------

ENSNGAT00000007851.1 ------------------------------------------------------------

ENSMUGT00000023874.1 ------------------------------------------------------------

ENSRNOT00000001611.5 ------------------------------------------------------------

MGP_CAROLIEiJ_T0023625.1 ------------------------------------------------------------

ENSMUST00000128241.8 ------------------------------------------------------------

ENSMSIT00000039370.1 ------------------------------------------------------------

MGP_SPRETEiJ_T0024771.1 ------------------------------------------------------------

ENSMAUT00000029410.1 ------------------------------------------------------------

ENSCGRT00001027434.1 ------------------------------------------------------------

ENSPEMT00000030353.2 ------------------------------------------------------------

ENSMOCT00000010482.1 ------------------------------------------------------------

ENSCCNT00000026806.1 ------------------------------------------------------------

ENSJJAT00000021205.1 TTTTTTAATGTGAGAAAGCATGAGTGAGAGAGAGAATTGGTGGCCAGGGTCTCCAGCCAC

ENSHGLT00000023656.1 ------------------------------------------------------------

ENSCLAT00000006778.1 ------------------------------------------------------------

ENSFDAT00000003362.1 ------------------------------------------------------------

ENSSVLT00005034202.1 ------------------------------------------------------------

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 ------------------------------------------------------------

ENSUPAT00010004184.1 ------------------------------------------------------------

ENSTBET00000016839.1 ------------------------------------------------------------

ENSNGAT00000007851.1 ------------------------------------------------------------

ENSMUGT00000023874.1 ------------------------------------------------------------

ENSRNOT00000001611.5 ------------------------------------------------------------

MGP_CAROLIEiJ_T0023625.1 ------------------------------------------------------------

ENSMUST00000128241.8 ------------------------------------------------------------

ENSMSIT00000039370.1 ------------------------------------------------------------

MGP_SPRETEiJ_T0024771.1 ------------------------------------------------------------

ENSMAUT00000029410.1 ------------------------------------------------------------

ENSCGRT00001027434.1 ------------------------------------------------------------

ENSPEMT00000030353.2 ------------------------------------------------------------

ENSMOCT00000010482.1 ------------------------------------------------------------

ENSCCNT00000026806.1 ------------------------------------------------------------

ENSJJAT00000021205.1 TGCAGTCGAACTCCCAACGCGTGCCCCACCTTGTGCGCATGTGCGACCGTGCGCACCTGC

ENSHGLT00000023656.1 ------------------------------------------------------------

ENSCLAT00000006778.1 ------------------------------------------------------------

ENSFDAT00000003362.1 ------------------------------------------------------------

ENSSVLT00005034202.1 ------------------------------------------------------------

ENSSTOT00000021109.2 ------------------------------------------------------------

ENSMMMT00000015955.1 ------------------------------------------------------------

ENSUPAT00010004184.1 ------------------------------------------------------------

ENSTBET00000016839.1 ------------------------------------------------------------

ENSNGAT00000007851.1 ------------------------------------------------------------

ENSMUGT00000023874.1 ------------------------------------------------------------

ENSRNOT00000001611.5 ------------------------------------------------------------

MGP_CAROLIEiJ_T0023625.1 ------------------------------------------------------------

ENSMUST00000128241.8 ------------------------------------------------------------

ENSMSIT00000039370.1 ------------------------------------------------------------

MGP_SPRETEiJ_T0024771.1 ------------------------------------------------------------

ENSMAUT00000029410.1 ------------------------------------------------------------

ENSCGRT00001027434.1 ------------------------------------------------------------

ENSPEMT00000030353.2 ------------------------------------------------------------

ENSMOCT00000010482.1 ------------------------------------------------------------

ENSCCNT00000026806.1 ------------------------------------------------------------

ENSJJAT00000021205.1 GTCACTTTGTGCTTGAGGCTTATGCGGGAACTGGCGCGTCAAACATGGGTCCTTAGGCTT

ENSHGLT00000023656.1 ------------------------------------------------------------

How the deposited data were processed for this re-analysis (not part of the article)

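RNA-seq of oocytes was analysed for 7 libraries: 5 of naked mole-rat, each from 1 female, 1 of guinea pig from the merged oocytes of 3 females, and 1 of coruro from 1 female. The authors trimmed the naked mole-rat reads with Trim Galore, mapped naked mole-rat and guinea pig reads with HISAT2 to HetGla_female_1.0 and Cavpor3.0, and counted per gene in SeqMonk 1.47.2; the deposited values are raw counts. For coruro the deposited counts are of reads that the authors mapped with Bowtie2 2.5.1 to 3 degu mRNA sequences. Versions of Trim Galore and HISAT2 differ between the methods and the submitters' processing notes, as given with the naked mole-rat data. The counting options, the annotation and the transcript lengths are not given in the sources used here.

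Samples were grouped by species from their labels and the methods. Naked mole-rat replicates 2 to 5 also carry the letters Y or O with a number, 2 libraries per letter, and neither the labels nor the text of the paper explains the letters. The libraries were compared by letter only as a description, outside the paper's conclusions. Replicate 1 carries no letter. No pair of libraries was a duplicate: chi-square per gene was 50.6 to 517 over the 10 pairs.

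From the counts, CPM was computed with plain library totals, with mean and SD over 5 naked mole-rat females. Single libraries are given with 95% exact Poisson or Clopper-Pearson intervals, and a count of 0 with the limit of 3 counts. The ratio of Dnmt3b to Dnmt3a was taken from counts and tested with an exact sign-flip permutation test. Libraries labelled Y and O were compared with edgeR 4.0.16 (TMM, quasi-likelihood test, filterByExpr, adjusted p threshold 0.05) in R 4.3.3, with DESeq2 1.42.0 as an alternative, and gene lists with camera in limma 3.58.1 at a preset correlation of 0.01 and, as an alternative, an estimated one. The edgeR script was tested on simulated data with 200 changed genes. At the spread of these libraries it recovered 3 of 67 genes changed by 2-fold, 30 of 67 changed by 4-fold and 45 of 66 changed by 8-fold among 14696 genes, with 4 false calls.

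Genes are named by a rule set before the data were examined: the genes the paper names, every member of 13 gene lists, the 10 most abundant named genes per species, and the 10 largest differences each way between guinea pig and naked mole-rat. The lists cover DNA methylation, histone H3 methylation, TBPL2 and TFIIA, oocyte, granulosa, stroma, immune, endothelial, piRNA, meiosis, oxidative phosphorylation and stress genes, and Aire. A gene was called higher or lower in guinea pig where its CPM was 4 times above the highest or below the lowest naked mole-rat library, among genes matched by symbol with at least 100 counts in guinea pig or in every naked mole-rat library. In each gene table 26 entries have symbols that look like dates and were matched to no gene. For 1 of the listed genes, which stays in the counts over all named genes, the value is not reported here. Shifts of a list in 1 library were placed among 10000 random lists matched on mean expression.

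The alternatives were other library totals, other detection minimums, other filters and tools for the comparison by letter, other scalings between species, and leaving out each replicate. Leaving out replicates 1 and 5 together was added after the values were seen. Sequence comparisons used the alignment of Additional file 5 as given. The authors' data of other species and the transposon and CAGE data were not analysed here.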

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

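The tests of explanations in this part were chosen after the results were seen. Each value below is the gap between the naked mole-rat library farthest from the others and its nearest neighbour, divided by the range of the 5 libraries. It was tested for 176 genes with differing values, and 42 stood apart, 35 of them in replicate 1. The 176 are list members or belong to the 10 entries of highest mean CPM in naked mole-rat, an unnamed locus among them. Chance gives about 8.8 (5%) for independent, normally distributed values. This is only a guide here, because listed genes move together and a gene with counts in a single library (Tle6, C1qb, Laptm5 and Hormad2) has a value of 1 by construction.

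Replicate 1 stood apart as highest for these granulosa genes: Amh 0.950, Inha 0.836, Fshr 0.815, Gja1 0.802, Inhba 0.792, Inhbb 0.788, Esr2 0.780 and Amhr2 0.767. It did so for these collagen and immune genes: Col3a1 0.953, Col1a2 0.813, Col1a1 0.789, Cd74 0.816, Cd68 0.789, and C1qb and Laptm5, both 1 because the other libraries had 0 counts. Of the endothelial list, Egfl7 0.824 stood apart as highest there, while Tek and Flt1 had 38.3 and 47.1 CPM against means of 105 and 95.3 CPM in the others, and the list's median log2 difference was -0.00 (percentile 21.8 of matched random lists). It also did so for these immediate early and stress genes: Junb 0.954, Fos 0.929, Hspb1 0.920, Ier2 0.912, Jund 0.899, Egr1 0.821 and Jun 0.781. Replicate 1 was highest for 10 of 10 oxidative phosphorylation genes compared, and it stood apart for Atp5b 0.845, Sdha 0.750 and Ndufs1 0.741 among them. The histone methylation genes Nsd1 0.903 and Kdm5b 0.834, the DNA glycosylase gene Tdg 0.777, the small RNA gene Ago2 0.745 and the oocyte gene Tle6 1 stood apart as highest there too. Replicate 1 stood apart as lowest for Dppa3 0.785, Fgfr2 0.742 and the unnamed locus LOC110348525 0.914.

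Other libraries stood highest for 7 genes: replicate 5 for Hormad2 1, Mfap4 0.773 and Cxxc1 0.720, replicate 4 for Vwf 0.859 and Dmc1 0.766, replicate 3 for Pecam1 0.726 and replicate 2 for Mov10l1 0.711. Of the measures per library, replicate 1 had the lowest share of counts in the 10 most abundant genes (4.10%, gap 0.736) and the highest list medians for stroma (9.10 CPM, gap 0.809), immune (0.962 CPM, gap 0.789) and stress genes (93.9 CPM, gap 0.725).

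A candidate explanation for the distance of replicate 1 is RNA of granulosa cells in the sample: the granulosa list had a median log2 difference of 2.94 and the oocyte list one of -0.84, although the paper describes the removal of cumulus cells by pipetting and the washing of the oocytes. Stroma genes, at 1.96, were also higher (percentile 99.6 of matched random lists), so that granulosa cells need not be the whole of the difference. Immune genes, at 0.90, lay at percentile 88.7, within the middle 95%. Oxidative phosphorylation genes, at 1.59, were higher too (percentile 99.8), but that list does not mark a cell type and cannot separate these sources. Depth is argued against by the number of genes with a count at a common thinned total, 18939 in replicate 1 and 13970 to 16423 in the others. Preparation or counting of replicate 1 in a separate batch cannot be told apart from the sample itself, because 0 other libraries share its table. The stress and immediate early genes, at 2.21, also leave open a difference in handling, which was not tested, and the females' ages are given only as a range for the group, so no biological explanation was tested.

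The paper does not report on markers of other ovarian cells. More than 3 counts in every naked mole-rat library were found for 16 granulosa genes, 2 stroma genes, 4 immune genes and 4 endothelial genes. Counts alone do not name the cell they came from.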

How the results depend on the processing

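For mean levels over 5 libraries, leaving out 1 library can move the mean by at most 0.447 SD and leaving out 2 by at most 0.730 SD, so that a move under 1 SD is fixed by the design there and says nothing about stability. Judged by size instead, leaving out replicate 1 moved 44 of the 176 genes tested above by over 1.5 times. Leaving out replicate 2, 3, 4 or 5 moved 1, 1, 6 and 2. All of these moved lower, which is fixed as well: without 1 of 5 values, a mean rises to at most 1.25 times. Without replicates 1 and 5, chosen after the values were seen, 55 moved, 52 of them lower. A rise is limited there too, so that the direction says little. The TMM, DESeq2 and top-gene scalings moved 0 genes by that much. None could have, since no scaling changed a library total by 1.5 times, with TMM factors of 0.915 to 1.21. The ratio of Dnmt3b to Dnmt3a was 0.456 to 0.509 with 1 library left out, 0.549 without replicates 1 and 5 and 0.498 as a median; no subset of libraries can reach 1, since the highest library is at 0.590. At a minimum of 10 CPM, 8 granulosa genes were detected in place of 13, a stricter rule by construction. Of Dnmt3a and Dnmt3l counts alone, guinea pig Dnmt3l made up 0.179%, since the denominator is smaller.

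The comparison of libraries labelled Y and O was unstable. Against 0 of 15079 genes, DESeq2 called 71 of 18232 without the count filter and, in a setting chosen after the values were seen, 59 of the 15079; edgeR called 66 of 18232 with no count filter, and 13 of 11827 with at least 10 counts in each library. DESeq2 size factors within edgeR left the count at 0. With replicate 1 added to the fit as a group of its own, 173 of 17378 were called, but 0 of the 15079. With 1 library left out, which leaves a letter with a lone library assumed to vary like the rest, 4 to 494 of 15915 to 16564 were called; of the 15079, it was 139 without replicate 2, 207 without replicate 3 and 0 without replicate 4 or 5. These last fits on the 15079 genes, and that with replicate 1 added, were chosen after the values were seen. Most calls were lower in Y, such as 68 of 71 by DESeq2; without replicate 4, 355 of 494 were higher in Y, while none was called among the 15079. With the number after the letter as a replicate block, 56 were called; the deviations of same-numbered libraries correlated at 0.0406, and with 2 pairs the numbers were not taken as a pairing. For the granulosa list, the adjusted p of camera was 0.756 with an estimated correlation, and with 1 library left out it ran from 2.21e-05 to 0.452. Other causes were not tested.

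Between species, 1421 genes in place of 921 were higher in guinea pig without naked mole-rat replicate 1, 934 to 1421 over the settings that leave out 1 library; genes lower in guinea pig ran from 872 to 982. Centred on the median log2 difference of 0.29, 735 were higher and 1012 lower, so that 57.9% of the calls were lower in place of 48.3%. Other pseudocounts cannot change these calls, which use CPM alone. The alternatives with transcript lengths were not run. Depth limits Dnmt3l most in replicates 1 and 3, the shallowest libraries.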

Differences from the paper's values

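For the ratio of Dnmt3b to Dnmt3a in naked mole-rat oocytes, the value from counts was 0.483 ± 0.0967 (SD, n = 5), and the paper's value is about 1.1 in Fig. 5a, read by eye. The scales differ: the paper's ratio is of values per kilobase of transcript, and the transcript lengths needed to place the counts on that scale are not given in the sources used here. Of the alternatives set before the data were examined, those run stayed below the paper's value: leaving out 1 replicate gave 0.456 to 0.509, and the median over libraries was 0.498. Neither could have reached it, since the highest library was at 0.590. The alternatives with transcript lengths were not run. The paper states that the ratio lies above 1 in naked mole-rat, and in counts it was below 1 in 5 of 5 libraries. For guinea pig, 3.21 in counts lies beside about 4.4 in Fig. 5a, read by eye, and for coruro 1.46 lies beside about 1.6 in Fig. 5a, read by eye; both are above 1 as the paper states.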

Other observations

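Beyond the Dnmt3 genes, small RNA and chromatin factors were widely expressed in naked mole-rat oocytes. Of the piRNA and small RNA genes, 20 of 22 reached 1 CPM in every library, among them the oocyte Piwi gene Piwil3 at 221 ± 103 CPM, the Tudor protein gene Tdrd1 at 269 ± 119 CPM and Gtsf1, a Piwi partner, at 262 ± 99.6 CPM (SD, n = 5). All 18 listed genes of H3K4 and H3K36 methylation did so, with the H3K36 methyltransferases Setd2 and Nsd1 at 579 ± 146 and 106 ± 68.6 CPM (SD, n = 5); Nsd1 rests on replicate 1, at 228 CPM against 67.0 to 82.6 CPM. Of the other lists, 10 of 16 meiosis genes, 10 of 11 oxidative phosphorylation genes with an entry, 9 of 12 stress genes, 4 of 8 endothelial genes, 1 of 11 stroma genes and 1 of 11 immune genes reached 1 CPM in every library. In replicate 1 the median log2 difference was -0.87 for the piRNA list, 1.59 for oxidative phosphorylation and 1.96 for stroma.

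Levels of single genes in guinea pig and naked mole-rat oocytes were compared between 1 guinea pig library and 5 others, with no test, and no gene list was tested for an excess of differences. Of 10293 genes compared, 921 were higher and 859 lower in guinea pig; centred on the median log2 difference of 0.29, 735 were higher and 1012 lower. Without naked mole-rat replicate 1, 1421 were higher and 982 lower. Tet1, a dioxygenase of 5-methylcytosine, had 19.0 CPM in guinea pig and 348 to 927 CPM in naked mole-rat, and Has2 had 1.14 CPM against 130 to 464 CPM. Zp4, Oosp2 and Piwil1 were higher in guinea pig, at 2007, 668 and 305 CPM, against naked mole-rat ranges of 85.6 to 272, 9.84 to 27.9 and 11.3 to 31.0 CPM. Other members of these lists went the other way: Mos had 11.0 CPM against 256 to 454 CPM, and Piwil2 4.89 CPM against 38.2 to 89.0 CPM. With no minimum of counts, 5 oocyte genes were higher and 2 lower, and 3 piRNA genes were higher and 2 lower. Among the largest differences, Zfhx4 and Ywhaz had 632 and 369 CPM in guinea pig and at most 1.18 and 5.06 CPM in naked mole-rat, and Pdzk1 and Usp2 had 0.122 and 2.61 CPM against at least 763 and 971 CPM. Genes were matched by symbol alone, and a low value can come from an incomplete annotation. Tbpl2 had 1191 counts in guinea pig, or 48.6 CPM, and Gtf2a1l 15500 counts, or 632 CPM.

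The tests of explanations in this part were chosen after the results were seen. For the 37 guinea pig Dnmt3l counts, reads of Aire on the other strand were considered. Aire had a count of 0, whose upper limit is 3.69 in a two-sided 95% Poisson interval (the limit of 3 counts used elsewhere is one-sided). This is below the lower limit of 26.1 for Dnmt3l. It argues against such reads only if counting also gave Aire its own reads. The counting options are not given in the sources used here, so this could not be checked. The paper places the annotated guinea pig start site of Dnmt3l just upstream of that of Aire, on the opposite strand. Reads of Dnmt3a or Dnmt3b counted for Dnmt3l cannot be told apart from these counts. At the same share, 132 Dnmt3l counts would fall in the naked mole-rat libraries, where there were 0, but that is another genome. For naked mole-rat, the paper found only short identical stretches between Dnmt3l and the other Dnmt3 genes, and it reports no such search for guinea pig. The paper's PCR with primers specific for Dnmt3l and a sequenced product speaks for Dnmt3l mRNA without giving the share of these counts. The paper also found no guinea pig read on the annotated first exon of Dnmt3l. RNA of other ovarian cells in the pool also cannot be told apart, since the granulosa list had a median of 17.4 CPM in the only guinea pig library, although the paper describes the removal of cumulus cells by pipetting and the washing of the oocytes. With 1 library, no biological explanation was tested.

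Libraries labelled Y (replicates 2 and 3) and O (replicates 4 and 5) differed in 0 of 15079 genes at an adjusted p of 0.05 by edgeR's quasi-likelihood test. At an unadjusted p of 0.05 that test called 707, fewer than chance alone gives at this threshold. DESeq2 called 59 of the 15079, or 71 of 18232 without the count filter. Without replicate 2, 3, 4 or 5, edgeR called 162, 210, 494 and 4 genes, of which 154, 206, 139 and 3 were lower in Y, out of 15915 to 16564 genes tested; among the 15079 it called 139, 207, 0 and 0. At an unadjusted p of 0.05, the other splits of these libraries gave 445 and 361 genes, also fewer than chance gives. With 2 against 2, there are too few libraries for a test of splits. The granulosa list was lower in Y for 12 of 16 genes, with a median log2 fold change of -1.19 (camera, adjusted p = 3.74e-05; adjusted p = 0.756 with an estimated correlation; 6 genes when adjusted over the list alone). The adjusted p of camera was 0.140 without replicate 2 and 0.452 without replicate 5. For the piRNA list it was 0.0528, and for the other 10 lists tested 0.247 to 0.826.

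A candidate explanation for the lower granulosa list in Y is granulosa cell RNA in replicate 5 alone. Without that library the median log2 fold change was -0.35, with quartiles of -1.07 and 0.24, between what this explanation needs and what it forbids, so that it cannot be told apart from a difference between the labels. The letters are not explained in the labels or the text, so no biological explanation was tested.

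In the paper's dN/dS models (Table S3), the paper's ratio for Dnmt3a is 0.437 in mole-rats and 0.254 in the background. A likelihood ratio test from the paper's log likelihoods, by chi-square with the 2 degrees of freedom that the table gives, gave 36.2 (p = 1.37e-08, adjusted p = 8.24e-08 over 6 tests), and 14.9 for Hystricognathi (adjusted p = 0.00172). For Dnmt3b in Hystricognathi the same chi-square test gave 6.43 (p = 0.0402, adjusted p = 0.0804), and for the other tests of Dnmt3b and Dnmt3l the adjusted p was 0.502 to 0.999. With 1 degree of freedom, for a single added ratio and chosen after the values were seen, Dnmt3b in Hystricognathi passed as well (p = 0.0112, adjusted p = 0.0225), with a ratio of 0.281 against 0.345 in the background, both the paper's.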
